# The NFIB‐ERO1A axis promotes breast cancer metastatic colonization of disseminated tumour cells

**DOI:** 10.15252/emmm.202013162

**Published:** 2021-03-10

**Authors:** Federica Zilli, Pedro Marques Ramos, Priska Auf der Maur, Charly Jehanno, Atul Sethi, Marie‐May Coissieux, Tobias Eichlisberger, Loïc Sauteur, Adelin Rouchon, Laura Bonapace, Joana Pinto Couto, Roland Rad, Michael Rugaard Jensen, Andrea Banfi, Michael B Stadler, Mohamed Bentires‐Alj

**Keywords:** Breast cancer, ERO1A, metastasis, NFIB, VEGFA, Cancer, Signal Transduction, Vascular Biology & Angiogenesis

## Abstract

Metastasis is the main cause of deaths related to solid cancers. Active transcriptional programmes are known to regulate the metastatic cascade but the molecular determinants of metastatic colonization remain elusive. Using an inducible *piggyBac* (PB) transposon mutagenesis screen, we have shown that overexpression of the transcription factor nuclear factor IB (NFIB) alone is sufficient to enhance primary mammary tumour growth and lung metastatic colonization. Mechanistically and functionally, NFIB directly increases expression of the oxidoreductase *ERO1A*, which enhances HIF1α‐VEGFA‐mediated angiogenesis and colonization, the last and fatal step of the metastatic cascade. *NFIB* is thus clinically relevant: it is preferentially expressed in the poor‐prognostic group of basal‐like breast cancers, and high expression of the *NFIB/ERO1A/VEGFA* pathway correlates with reduced breast cancer patient survival.

**The paper explained**

**Problem**

Metastasis is the main cause of solid cancer‐related death and is a major clinical challenge in breast cancer. Although many studies have thoroughly characterized and classified breast tumours, the molecular determinants of metastatic colonization remain elusive. Their delineation and functional validation are urgently needed to improve our understanding of this currently incurable disease.

**Results**

We engineered a non‐metastatic cell line with the doxycycline (dox)‐inducible *piggyBac* (PB) transposon mutagenesis system and performed an unbiased *in vivo* PB‐mutagenesis genetic screen to identify drivers of metastatic colonization. We have shown that the transcription factor nuclear factor IB (NFIB) is necessary and alone sufficient for breast cancer metastasis. NFIB is upregulated in mammary tumourspheres and metastases. Transcriptional profiling of tumours and tumourspheres derived from highly metastatic cell lines and NFIB ChIP experiments showed that the lethal effect of NFIB is mediated by increased expression of the oxidoreductase *ERO1A*. Mechanistically and functionally, downregulation of *ERO1A* in *NFIB*‐overexpressing models decreased ROS levels and HIF1α‐VEGFA‐mediated angiogenesis, reduced metastases and prolonged overall survival of the animals. Furthermore, *NFIB/ERO1A/VEGFA* co‐expression correlates with the metastatic potential in triple‐negative breast cancer (TNBC) patient‐derived xenograft (PDX) models.

**Impact**

This study provides new molecular insights into the determinants of metastatic colonization. Our work not only highlights the power of genetic screening to identify functionally relevant metastatic networks, but also describes the mechanism by which the transcriptional factor NFIB mediates metastatic colonization. Thus, we have revealed a targetable network that influences colonization, the last and fatal step of the metastatic cascade.

## Introduction

Breast cancer is the most frequently diagnosed cancer and the leading cause of death in female cancer patients worldwide (Fahad Ullah, 2019). Metastasis remains the primary cause of solid‐cancer‐evoked mortality (Gupta & Massagué, 2006). The multistep process of metastasis includes local tumour cell invasion, entry into the vasculature (intravasation), exit from the circulation into the parenchyma of distant organs (extravasation), and colonization. Colonization, which results in the development of clinically manifesting metastasis and fatal disease, is dependent upon resistance of the disseminated tumour cells (DTCs) to immune and host tissue defences, survival in a foreign environment and tumour initiation capacity (Pantel & Brakenhoff, 2004; Massagué & Obenauf, 2016). However, the molecular determinants of colonization remain elusive.

Numerous oncogenic mutations and other genomic alterations co‐occur often in cancer cells and result in tumour heterogeneity, which impinges on the clinical outcome of the disease (Kennecke *et al,* 2010; Yates & Campbell, 2012; Koren & Bentires‐Alj, 2015). The dynamic evolution of the cancer genome is influenced by the generation of additional mutations and selective forces acting on cancer clones (Kreso & Dick, 2014). Next‐generation sequencing of DNA from clinical specimens has provided insights into breast cancer genetics and contributed to identifying potential drivers of tumour progression (Yates *et al,* 2015; Nik‐Zainal *et al,* 2016; Pereira *et al,* 2016; Robinson *et al,* 2017; Angus *et al,* 2019; Bertucci *et al* 2019; De Mattos‐Arruda *et al,* 2019). Mechanistic elucidation of the effects of co‐occurring genomic alterations and their functional validation is required to define the causality between these events and their contribution to specific steps of tumour progression to overt metastases.

Activating mutations of *PIK3CA*, which encodes for the p110α catalytic subunit of phosphoinositide 3‐kinase (PI3K), are among the most frequent alterations in human breast cancer and lead to an hyperactivated PI3K pathway signalling (Yuan & Cantley, 2008; Zhao & Vogt, 2008; Miller, 2012). We and others have shown that inducible expression of the *PIK3CA^H1047R^* mutation evokes heterogeneous mammary tumours in mice (Meyer *et al,* 2013; Koren & Bentires‐Alj, 2013; Koren *et al,* 2015), which indicates a causative effect of *PIK3CA* mutations in mammary tumorigenesis. In contrast, metastases were not found in mice with *PIK3CA* ^H1047R^ *‐*derived tumours (Koren & Bentires‐Alj, 2013; Koren *et al,* 2015), which thus provides a model system to identify collaborating gain‐ or loss‐of‐function genomic alterations that contribute to metastasis.

Transposon insertional mutagenesis is a powerful tool in mice for discovering genes related to cancer (Ding *et al,* 2005; Dupuy *et al,* 2005; Rad *et al,* 2010; Dupuy, 2010). Indeed, the fact that transposons are mobile within the genome and alter gene activity in cells that express the transposase makes these systems ideal for whole‐genome screens. The *piggyBac* (PB) transposon was engineered to be active in mammalian cells (Ding *et al,* 2005) and it allows functional identification not only of oncogenes but also of tumour suppressor genes, depending on the site of insertion and the orientation of the transposon (Rad *et al,* 2015; Takeda *et al,* 2017; De La Rosa *et al,* 2017; Weber *et al,* 2019).

We performed an unbiased PB transposon insertional mutagenesis screen in cancer cells with an activating *PIK3CA^H1047R^* mutation to identify possible synergistic mechanisms of metastatic colonization. Mechanistically and functionally, we demonstrate that NFIB enhances the expression of the oxidoreductase *ERO1A* and *VEGFA*, promotes metastatic colonization and shortens overall survival of mice.

## Results

### Transposon mutagenesis confers metastatic potential to *PIK3CA* ^H1047R^ mammary cells

To identify cancer genes relevant to metastatic progression, we engineered a murine non‐metastatic mammary cancer cell line derived from *PIK3CA* ^H1047R^ mutant tumours (LB‐mHR1, here cited as HR1) with a doxycycline (dox)‐inducible *piggyBac* (PB) transposon system (HR1. PB) (Ivics *et al,* 2009; Rad *et al,* 2010) (Fig 1A). HR1 cells lacking the transposon served as control (HR1. Ctrl). To perform an unbiased *in vivo* PB transposon mutagenesis screen (Fig 1B), we injected HR1. PB and HR1. Ctrl orthotopically into 19 and 14 NOD/SCID mice, respectively, and monitored the animals for tumour growth and metastasis. PB transposon mutagenesis in HR1. PB cells increased tumour incidence (Fig EV1A) and promoted metastasis (Fig EV1B). Metastases were observed in half of the mice injected with HR1. PB cells of which nine lung metastases (LM)‐derived cell lines were isolated. To phenotypically characterize the LM cell lines *in vivo*, we injected them into mammary fat pads of NOD/SCID mice. The LM1, LM8 and LM9 lines exhibited a particularly aggressive behaviour characterized by accelerated tumour growth and metastasis (Fig EV1C–G **)**. These results indicate that selected transposon integrations can confer aggressive metastatic behaviour on cells.

**Figure 1:**
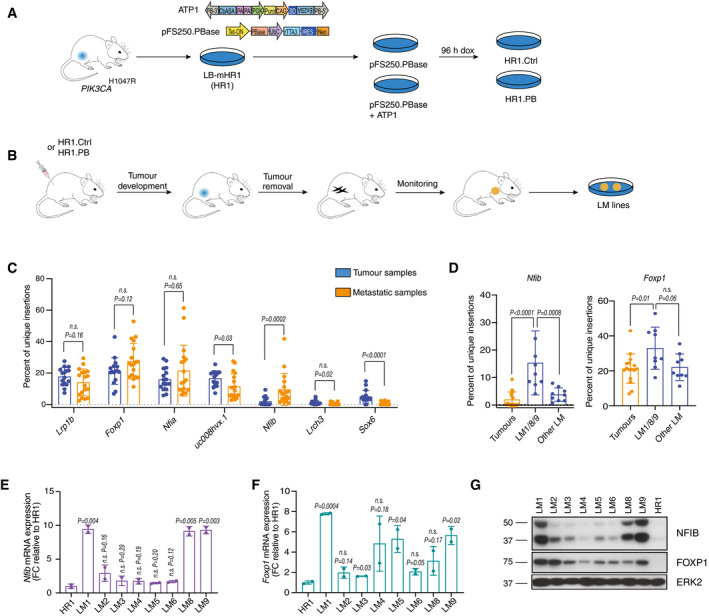
Transposon mutagenesis screen identifies *Nfib* as a candidate metastatic inducer in breast cancer Screen design: generation of mammary cancer cell lines LB‐mHR1 (HR1) from *PIK3CA* ^H1047R^ mutant transgenic animals and transfection with the *piggyBac* (PB) system (HR1 Ctrl and HR1. PB cells) (Ivics *et al,* 2009). PB transposon (ATP1‐Puro) and transposase (pFS250. PBase) plasmid design. PB‐3’/5’, *piggyBac* inverted terminal repeats; CβASA, Carp β‐actin splice acceptor; En2SA, Engrailed‐2 exon‐2 splice acceptor; SD, Foxf2 exon‐1 splice donor; pA, bidirectional SV40 polyadenylation signal; PGK, mouse phosphoglycerate kinase 1 promoter; Puro, puromycin resistance; CAG, cytomegalovirus enhancer and chicken beta‐actin promoter; Tet‐ON, tetracycline‐responsive element‐tight promoter; PBase, PB transposase; UbC, Ubiquitin C promoter; rTTA3, reverse tetracycline transactivator 3; IRES, internal ribosomal entry site; Neo, Neomycin/G418 selection marker. The cell pools were treated with doxycycline (1 μg/ml) for 96 h *in vitro*.
*In vivo* screen design: generation of lung metastatic mammary cancer cell lines (LM) from HR1. PB cell lines after orthotopic injections of HR1. PB or HR1. Ctrl.Bar graph showing the percentage of unique insertions in the top 7 genes normalized to the total number of insertions in a given sample. Genes are annotated with a gene symbol when available otherwise with UCSC ID transcript names. Data are from all the sequenced samples (tumour samples: 16 primary tumours; metastatic samples: 3 lung micro‐metastases, 6 lung macro‐metastases and 9 LM cell lines). Means ± s.d., two‐tailed Mann–Whitney *U*‐test, *n.s*. = not significant.Bar graphs showing the percentage of unique insertions in *Nfib* and *Foxp1* in tumours, LM1, LM8, LM9 and other LM cell lines normalized to the total number of insertions in a given sample. Dots represent individual samples (Tumours *n* = 16, LM1/8/9 *n* = 9, Other LM *n* = 9), means ± s.d., two‐tailed Mann–Whitney *U*‐test, *n.s*. = not significant.Bar graph representing mean *Nfib* mRNA expression normalized to HR1 cells. *n* = 2 biological replicates and *n* = 2 technical replicates, means ± s.d., two‐tailed Student’s *t‐*test, FC = fold change.Bar graph representing mean *Foxp1* mRNA expression normalized to HR1 cells. *n* = 2 biological replicates and *n* = 2 technical replicates, means ± s.d., two‐tailed Student’s *t‐*test, FC = fold change.Immunoblot analysis of LM and HR1 cell lines showing NFIB and FOXP1 protein levels. ERK2 served as a loading control. Source data are available online for this figure.

**Figure EV1:**
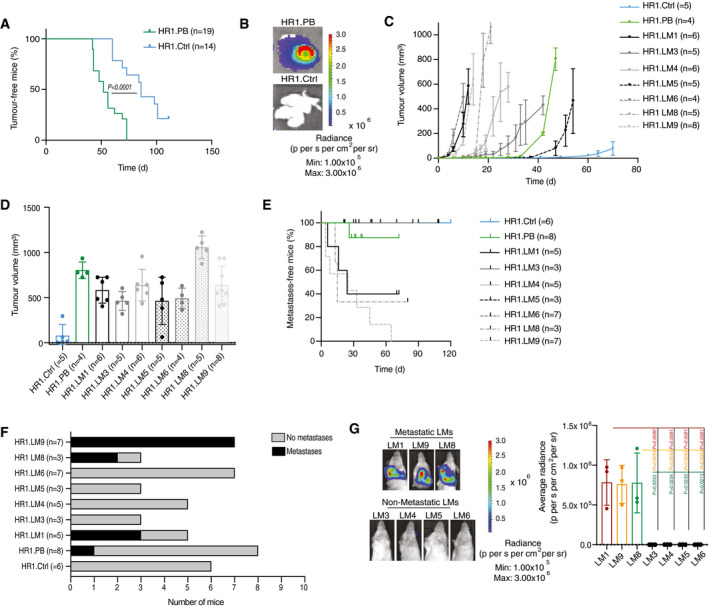
*In vivo* unbiased transposon screen in the non‐metastatic *PIK3CA* ^H1047R^ mammary tumour‐derived cells allows the isolation of aggressive lung metastatic lines Kaplan–Meier plot depicting tumour incidence in NOD/SCID animals inoculated in the mammary fat pad with 10^6^ cells of HR1. Ctrl (*n* = 14) or HR1. PB cells (*n* = 19), two‐tailed log‐rank test.Representative bioluminescence acquisition of lungs from mice injected with HR1. PB or HR1. Ctrl cells as in A.Graph representing the kinetics of HR1. Ctrl (*n* = 5), HR1. PB (*n* = 4), HR1. LM1 (*n* = 6), HR1. LM3 (*n* = 5), HR1. LM4 (*n* = 6), HR1. LM5 (*n* = 5), HR1. LM6 (*n* = 4), and HR1. LM9 (*n* = 8) tumour growth upon orthotopic injection of 250 × 10^3^ cells in NOD/SCID mice, means ± s.d.Bar graph showing tumour volumes in mice injected with HR1. Ctrl (*n* = 5), HR1. PB (*n* = 4), HR1. LM1 (*n* = 6), HR1. LM3 (*n* = 5), HR1. LM4 (*n* = 6), HR1. LM5 (*n* = 5), HR1. LM6 (*n* = 4), or HR1. LM9 (*n* = 8), means ± s.d.Kaplan–Meier plot showing metastasis onset after tumour removal in mice injected with HR1. Ctrl (*n* = 6), HR1. PB (*n* = 8), HR1. LM1 (*n* = 5), HR1. LM3 (*n* = 3), HR1. LM4 (*n* = 5), HR1. LM5 (*n* = 3), HR1. LM6 (*n* = 7), or HR1. LM9 (*n* = 7).Bar graph showing metastatic incidence after tumour removal in mice injected with HR1. Ctrl (*n* = 6), HR1. PB (*n* = 8), HR1. LM1 (*n* = 5), HR1. LM3 (*n* = 3), HR1. LM4 (*n* = 5), HR1. LM5 (*n* = 3), HR1. LM6 (*n* = 7), or HR1. LM9 (*n* = 7).Representative bioluminescence images (left panel) and bar plot quantification (right panel) of lung metastases after primary tumour removal in mice injected with metastatic or non‐metastatic LM cells. *n* = 3 mice, means ± s.d., two‐tailed Student’s *t‐*test. Source data are available online for this figure.

### Insertional PB‐mutagenesis screening identifies *Nfib* as a metastatic gene in mammary cancer

To investigate induced alterations that enabled cancer cells to metastasize, we mapped transposon integration sites in 16 primary tumours and 18 metastatic samples, searching for insertions enriched at metastatic sites compared with tumours. We used splinkerette PCR followed by next‐generation sequencing from both transposon arms (Friedrich *et al,* 2017) and identified 1,252 insertions in 1,080 genes (Dataset EV1). To evaluate the relative abundance of each integration site and minimize PCR‐induced amplification effects, we devised a diversity count measure for each integration site within each sample (percentage of unique insertions) that quantifies the number of unique sheared ends rather than all sequencing counts. To select metastatic genes, we searched for genes with more unique insertion sites (based on their diversity counts) in metastatic samples than in tumour samples (Fig 1C). Depending on the transposon integration site, insertions may lead to gene activation or inactivation. The most frequently altered genes in the primary tumours and/or metastatic samples were *Lrp1b, Nfia*, *Foxp1*, *Nfib, Lrch3* and *Sox6.* Some of these unique insertions (e.g. *Foxp1*) were found in both metastatic and non‐metastatic samples at high frequency, suggesting that they are unlikely to be specifically required for metastasis. Notably, unique insertions in *Nfib* were particularly enriched in a subset of highly metastatic samples (LM1/8/9) compared with the other hits (Fig 1D). The same‐strand insertions upstream of both *Nfib* and *Foxp1* transcription start sites suggest them to be candidate oncogenes. Consistent with the pattern of transposon integration, analysis of *Nfib*/*Foxp1* mRNA expression and NFIB/FOXP1 protein abundance in the LM cell lines revealed enhanced levels of FOXP1 in all LM cell lines but selective elevation of NFIB in LM lines with high metastatic potential (Fig 1E–G). These data suggest the importance of *Nfib* in mammary cancer metastasis.

### Depletion of *Nfib* delays mammary cancer growth and abrogates metastases

To assess the contribution of *Nfib* and *Foxp1* to tumour growth and metastatic progression, we produced knockout (KO) cells for the two genes using CRISPR‐Cas 9 technology in the highly metastatic LM1 and LM9 lines and generated oligoclonal pools of cells (Appendix Fig S1A and B). Considering that NFIB has been implicated in skin stem cell maintenance (Chang *et al,* 2013) and tumour growth in other cancer types (Brayer *et al,* 2016; Semenova *et al,* 2016; Wu *et al,* 2016; Fane *et al,* 2017; Wu *et al,* 2018), we addressed its effects on mammary tumours. *Nfib* KO in LM1 and LM9 delayed tumour growth (Fig 2A) and markedly decreased the frequency of tumour‐initiating cells (TICs) (Fig EV2A and B). Consistently, *Nfib* KO also reduced tumoursphere formation (Fig EV2C and D).

**Figure 2:**
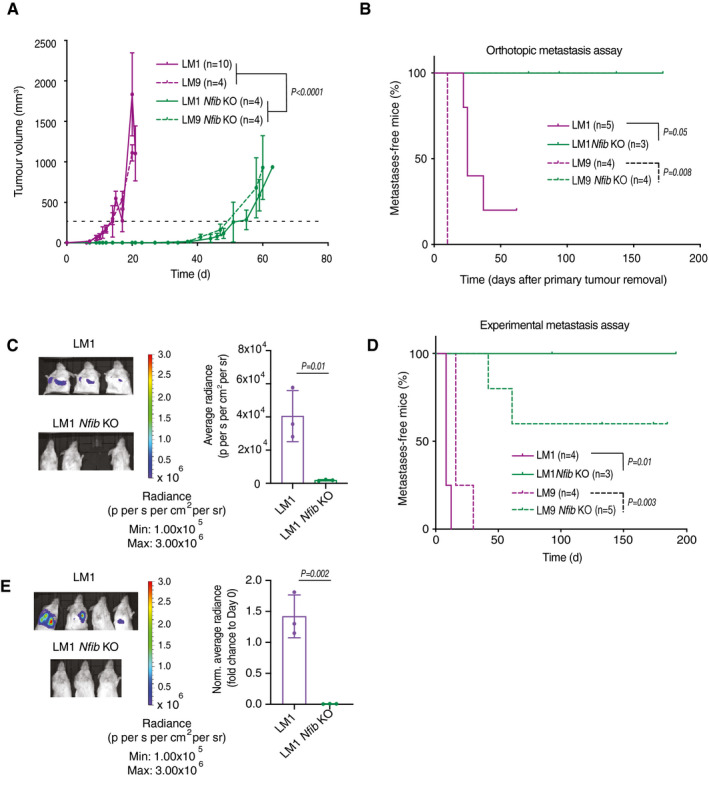
*Nfib* ablation delays mammary tumour formation and abrogates metastasis The kinetics of LM1 (*n* = 10), LM9 (*n* = 4), LM1 *Nfib* KO (*n* = 4), and LM9 *Nfib* KO (*n* = 4) tumour growth upon orthotopic injection of 250 × 10^3^ cells into NOD/SCID mice. Curves show means of tumour volume ± s.d., two‐way ANOVA group analysis of the times to reach 250 mm^3^ (dashed line).Kaplan–Meier plot depicting metastatic onset after tumour removal in mice injected orthotopically with LM1 (*n* = 5), LM9 (*n* = 4), LM1 *Nfib* KO (*n* = 3) or LM9 *Nfib* KO (*n* = 4) cells, two‐tailed log‐rank test.
*Nfib* knockout abrogates metastasis in the orthotopic LM1 model. Representative bioluminescence images (left panel) and bar plot quantification (right panel) of lung metastases at 25 (LM1) and 40 (KO) days after primary tumour removal; *n* = 3 mice, means ± s.d., two‐tailed Student’s *t*‐test.
*Nfib* knockout impairs experimental metastases formation in the LM models. Kaplan–Meier plot showing metastatic incidence of animals inoculated *i.v*. with LM1 (*n* = 4), LM9 (*n* = 4), LM1 *Nfib* KO (*n* = 3), or LM9 *Nfib* KO (*n* = 5) cells, two‐tailed log‐rank test.Representative bioluminescence images (left panel) and bar plot quantification (right panel) of lung metastases 16 days after *i.v*. injection of LM1 or LM1 *Nfib* KO cells, *n* = 3 mice, means ± s.d., two‐tailed Student’s *t‐*test. Source data are available online for this figure.

**Figure EV2:**
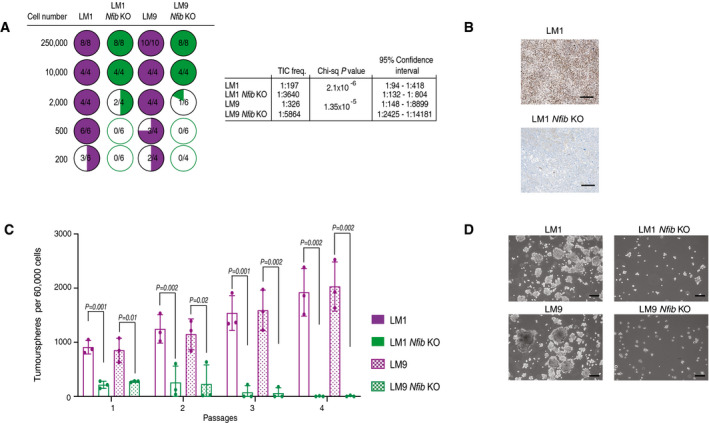
*Nfib* overexpression accelerates tumour growth Limiting dilution assay: (left panel) quantification of tumour initiation upon orthotopic injection of mice with LM1, LM9, LM1 *Nfib* KO or LM9 *Nfib* KO cells. (right panel) Tumour‐initiating cell (TIC) frequencies and 95% confidence intervals were calculated using ELDA (Hu & Smyth, 2009) as described in the experimental procedures.Representative images of immunostaining for NFIB of tumours from mice injected with LM or LM *Nfib* KO cancer cells. Scale bar 100 μm.Bar graph showing tumoursphere numbers over four passages of LM1, LM9, LM1 *Nfib* KO, and LM9 *Nfib* KO, *n* = 3 biological replicates and *n* = 3 technical replicates, means ± s.d., two‐tailed Student’s *t‐*test.Representative images of tumourspheres of LM1, LM9, LM1 *Nfib* KO, and LM9 *Nfib* KO cancer cell lines at the first passage. Scale bar 100 μm. Source data are available online for this figure.

Deletion of *Foxp1* increased mammary tumour latency (Appendix Fig S1C) and slightly decreased metastasis compared to the wild type (WT) (Appendix Fig S1D). In contrast, when LM1 and LM9 *Nfib* KO cells were injected orthotopically and the primary tumour removed, we observed a dramatic abrogation of lung metastasis (orthotopic metastasis assay) compared with controls (Fig 2B and C), providing a rationale to focus on the effect of *Nfib* in breast cancer metastasis. The data suggest that the *Nfib* overexpression observed in our PB screen and in metastatic lines may also enhance metastatic colonization. To test this possibility, we injected *Nfib* KO or control cells intravenously (*i.v*., experimental metastasis assay) and found that *Nfib* KO completely or dramatically impaired metastatic colonization in the LM1 and LM9 lines, respectively (Fig 2D and E). Finally, ablation of *Nfib* using CRISPR‐Cas 9 technology also increased tumour latency, decreased the number of circulating tumour cells and prolonged overall survival of BALB/c mice orthotopically injected with the highly metastatic 4T1 mammary cancer cells (Appendix Fig 2A–D). The results of these functional assays demonstrate the importance of NFIB in mammary cancer metastatic colonization.

### NFIB is sufficient to induce metastasis

We next asked whether NFIB activity is alone sufficient for inducing metastasis. Using Cas9‐Activators with Synergistic Activation Mediators (SAM) (Konermann *et al,* 2015), we overexpressed *Nfib* from its endogenous promoter in the non‐metastatic parental HR1 cell line (Fig EV3A). Two different guides were designed and tested for their ability to increase *Nfib* expression and g4*Nfib* was selected for our experiments. *Nfib* overexpression enhanced proliferation, tumoursphere formation, migration and invasion *in vitro* (Appendix Fig S3A–D). Furthermore, overexpression of *Nfib* accelerated tumour onset (Fig EV3B), metastasis formation after orthotopic injection (Fig 3A and B) and metastatic colonization after tail‐vein injection (Fig 3C and D). Overexpression of *NFIB* in SUM159PT, a human TNBC cell line with low metastatic potential (Fig EV3C), similarly decreased tumour latency (Fig EV3D) and increased metastasis, both in the orthotopic (Fig EV3E and F) and the experimental metastasis assays (Fig 3E and F). Thus, NFIB appears to be sufficient to induce metastasis when overexpressed in non‐ (HR1) and low‐ (SUM159PT) metastatic mammary cancer lines.

**Figure EV3:**
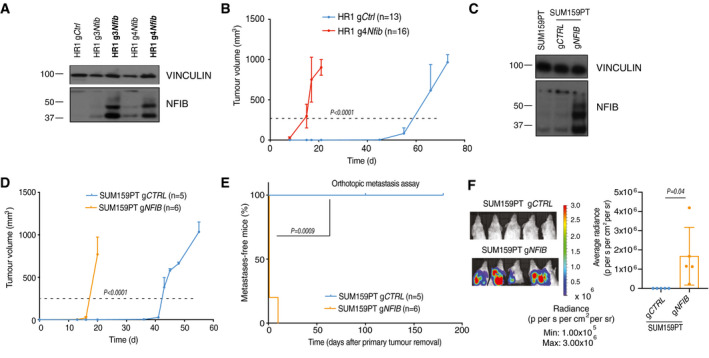
Endogenous *Nfib/NFIB* overexpression in HR1 and SUM159PT cell lines decreases tumour latency and enhances metastasis Immunoblot showing proteins levels of NFIB in HR1 cells overexpressing *Nfib* via the CRISPR‐Cas 9 SAM system. In bold: cell lines after two months of culture *in vitro*. HR1 g4*Nfib* cells were selected for further studies. VINCULIN served as a loading control.Graph representing the kinetics of HR1 g*Ctrl* (*n* = 13) and HR1 g4*Nfib* (*n* = 16) tumour growth upon orthotopic injection of 250 × 10^3^ cells in NOD/SCID mice. Curves show means of tumour volume ± s.d., two‐tailed Student’s *t‐*test on the times to reach 250 mm^3^ (dashed line).Immunoblots showing protein levels of NFIB in SUM159PT cells overexpressing *NFIB* via the CRISPR‐Cas 9 SAM system. VINCULIN served as a loading control.Graph representing the kinetics of SUM159PT g*CTRL* (*n* = 5) and g*NFIB* (*n* = 6) tumour growth upon orthotopic injection of 250 x 10^3^ cells into NSG mice. Curves show means of tumour volume ± s.d., two‐tailed Student’s *t‐*test on the times to reach 250 mm^3^ (dashed line).Kaplan–Meier plot depicting metastasis onset after tumour removal from mice injected orthotopically with SUM159PT g*CTRL* (*n* = 5) or g*NFIB* (*n* = 6), two‐tailed log‐rank test.Representative bioluminescence images (left panel) and quantification (right panel) of lung metastases at 30 (SUM159PT g*CTRL*) and 3 (SUM159PT g*NFIB*) days after primary tumour removal. *n* = 5 mice, means ± s.d., two‐tailed Student’s *t‐*test. Source data are available online for this figure.

**Figure 3:**
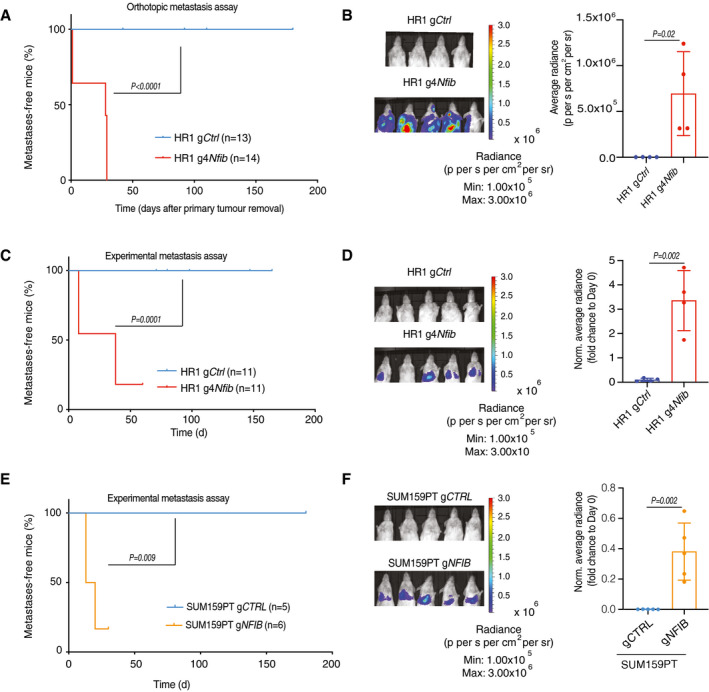
*Nfib* is sufficient to induce metastasis Kaplan–Meier plot depicting metastasis onset after tumour removal in mice injected orthotopically with HR1 g*Ctrl* (*n* = 13) or HR1 g4*Nfib* (*n* = 14), two‐tailed log‐rank test.
*Nfib* overexpression in HR1 parental cells enhances metastasis in the orthotopic model. Representative bioluminescence images (left panel) and bar plot quantification (right panel) of lung metastases at day 20 (HR1 g*Ctrl*) and day 2 (HR1 g4*Nfib*) after primary tumour removal. *n* = 4 mice, means ± s.d., two‐tailed Student’s *t‐*test.
*Nfib* overexpression in the HR1 parental cells enhances experimental metastases. Kaplan–Meier showing metastatic incidence of animals inoculated *i.v*. with HR1 g*Ctrl* (*n* = 11) or HR1 g4*Nfib* (*n* = 11) cells, two‐tailed log‐rank test.Representative bioluminescence images (left panel) and bar plot quantification (right panel) of lung metastases 16 days after *i.v*. injection of HR1 g*Ctrl* or HR1 g4*Nfib* cells. *n* = 4, means ± s.d., two tailed Student’s *t‐*test.
*NFIB* overexpression enhances experimental metastases formation in the SUM159PT model. Kaplan–Meier survival analysis of animals inoculated *i.v*. with SUM159PT g*CTRL* (n = 5) or SUM159PT g*NFIB* (n = 6) cells, two‐tailed log‐rank test.Representative bioluminescence images (left panel) and bar plot quantification (right panel) of lung metastases 20 days after *i.v*. injection of SUM159PT g*CTRL* or SUM159PT g*NFIB* (*n* = 5), means ± s.d., two‐tailed Student’s *t‐*test. Source data are available online for this figure.

### NFIB induces metastatic colonization via increased *Ero1l/ERO1A* expression

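RNA-seq data of 9 primary tumours were analysed, 3 from each of the HR1, LM1 and LM9 models. HR1 is the non-metastatic mouse mammary cancer line, and LM1 and LM9 were derived from lung metastases of HR1 cells that carried the *piggyBac* transposon. The tumours grew in the mammary fat pad of NOD/SCID mice after orthotopic injection of 250000 cells. GFP-positive tumour cells were sorted, and stranded mRNA libraries were read from a single end for 50 nt. The authors aligned the reads to the mouse genome (mm10) with STAR and deposited, for each tumour, the number of reads counted on the exons of each gene, without normalization. The total counts on genes were 32393958, 44371432 and 38418856 in HR1 replicates 1, 2 and 3. They were 45956132, 42001388 and 38877684 in the LM1 tumours and 46681945, 44979432 and 44658779 in the LM9 tumours. The counts were normalized by the TMM method of edgeR and are given as CPM. A model over the 3 groups was fitted to the 14086 genes that passed edgeR's expression filter, and the mean of LM1 and LM9 was set against HR1. Tumourspheres and tumours of *Nfib* KO models were not analysed here.
*Nfib* lies on chromosome 4 of GRCm38 (mm10), from 82290173 to 82506751. Its expression was 719 ± 121 CPM (mean ± s.d., n = 3) in LM1 tumours and 512 ± 83.2 CPM (n = 3) in LM9 tumours. HR1 replicates 2 and 3 had 23.9 and 18.3 CPM. The tumour labelled HR1 replicate 1 had 1343 CPM, above each of the 6 LM tumours, which lay between 420.6 and 791 CPM. With it, the HR1 mean was 462 ± 763 CPM (n = 3). The log2 fold change of LM1 and LM9 together versus HR1 was 0.39 (standard error 1.13, adjusted p = 0.802 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A two-sided exact permutation test of log2 CPM, 6 LM against 3 HR1 tumours, gave p = 0.167 (smallest possible 0.0238). Leaving out the tumour labelled HR1 replicate 1 moved this result most, to a log2 fold change of 4.85 (adjusted p = 4.6e-07 from the same edgeR test). This tumour was kept under its label, so each direction drawn against HR1 rests in part on it.

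**Figure D1:**
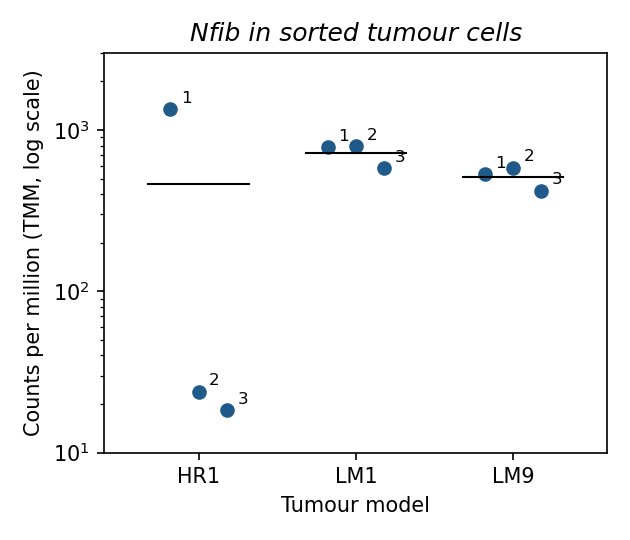
*Nfib* expression in CPM (TMM-normalized, log axis) in each HR1, LM1 and LM9 tumour. Each dot is a tumour, numbered by its replicate, and the line is the mean of the 3 tumours of a model; the tumour labelled HR1 replicate 1 lies at 1343 CPM and the other HR1 tumours at 23.9 and 18.3 CPM.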

To determine the molecular mechanism underlying increased metastatic colonization driven by NFIB, we sequenced total mRNA of tumourspheres and primary tumours derived from *Nfib* high‐expression models (LM1 and LM9) and *Nfib* low‐expression models (HR1, LM1 *Nfib* KO and LM9 *Nfib* KO). By comparing the 200 most differentially expressed genes with ChIP‐seq data of putative transcriptional targets of *Nfib* in the mammary gland (Shin *et al,* 2016) and epithelial‐melanocyte stem cells (Chang *et al* 2013; Dataset [Link], [Link], [Link]), we found endoplasmic reticulum disulphide oxidase 1 like (*Ero1l*) to be the single common gene (Fig 4A and B). 

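In LM1 and LM9 together versus HR1, 6138 of 14086 genes differed with an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2809 higher and 3329 lower. Of these, 3335 changed at least 2-fold. LM1 alone differed from HR1 in 4994 genes and LM9 alone in 5958. Both models changed 3193 genes in the same direction and 70 in opposite directions. Testing against a minimum log2 fold change of 1 moved the count for LM1 and LM9 together most, to 989 genes. Of the called genes 45.8% were higher in the main test, 52.7% under limma-voom and 63.4% with this minimum. The balance of directions therefore depended on the test. The HR1 group included the tumour labelled HR1 replicate 1. Among the genes with the largest increase, *Ngfr* had a log2 fold change of 8.67 (standard error 0.40, adjusted p = 7.5e-06 from edgeR's quasi-likelihood test). *Gdf6* was among those with the largest decrease, with a log2 fold change of −8.54 in LM1 versus HR1 (standard error 0.46, adjusted p = 2.9e-05 from edgeR's quasi-likelihood test). In LM9, where no tumour had more than 1 *Gdf6* count, it was at least 683-fold lower than in HR1. Each LM tumour lay above every HR1 tumour for *Ngfr* and below every HR1 tumour for *Gdf6*. The rule that named these 2 genes required such a separation, so it is no further evidence.
The 200 genes with the smallest p-values in tumours, of which 97 were higher in LM1 and LM9, shared 121 genes with the first 200 tumour genes of the paper's Dataset EV2. *Ero1l* (chromosome 14 of GRCm38, 45283087 to 45318572) ranked 298 by p-value. Its rank ranged from 165 to 3306 over the alternatives that used all tumours. Of the first 200 tumoursphere genes in the paper's Dataset EV3, 186 were tested in tumours and 86 of these differed between LM and HR1 tumours. Among all 14086 tested genes 6138 differed (43.6%), so this count alone does not set the tumoursphere genes apart. The lists of 200 tumour and 200 tumoursphere genes shared 7 genes, *Gask1b*, *H2-Q6*, *Homer2*, *Pde2a*, *Slc44a2*, *Srpx2* and *Vsir*. None of the 7 was among the NFIB-bound genes of the mammary gland in the paper's Dataset EV4, and 1, *Slc44a2*, was among those of epithelial-melanocyte stem cells. *Slc44a2*, named after its values were seen, had a log2 fold change of −2.01 (standard error 0.15, adjusted p = 5.8e-05 from edgeR's quasi-likelihood test). With the 200 tumour genes as the paper's Dataset EV2 lists them, *Ero1l* was the 1 gene common to the lists for each ChIP-seq data set. Under limma-voom, the framework that the paper names, *Ero1l* ranked 165 and joined both overlaps, beside *Slc44a2* in that with stem cell genes. Its absence from the edgeR overlaps therefore depended on the test. From the intersection of its tumour and tumoursphere genes with both sets of NFIB-bound genes, the paper selects *Ero1l* for the ChIP and knockdown experiments that follow.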

Chromatin immunoprecipitation (ChIP) qPCR for NFIB in the LM1/LM1 *Nfib*KO, LM9/LM9 *Nfib*KO, 4T1 WT, 4T1 *Nfib* KO, HR1gCtrl and HR1g4*Nfib* cell lines, revealed increased NFIB binding to the promoter of *Ero1l* (Shin *et al,* 2016) (Fig 4C), indicating that ERO1L is a direct transcriptional target of NFIB. Indeed, abundance of the mouse and human ERO1L/A protein was increased in *Nfib/NFIB*‐overexpressing cells (Appendix Fig S4A). Consistently, *Nfib* KO decreased *Ero1l* mRNA levels (Appendix Fig S4B–D). ERO1L/ERO1A is involved in the production of hydrogen peroxidase (H_2_O_2_) (Zito, 2015) and is a poor‐prognostic factor in cancer (Takei *et al,* 2017; Zhou *et al,* 2017; Kim *et al,* 2018; Yang *et al,* 2018).

**Figure 4:**
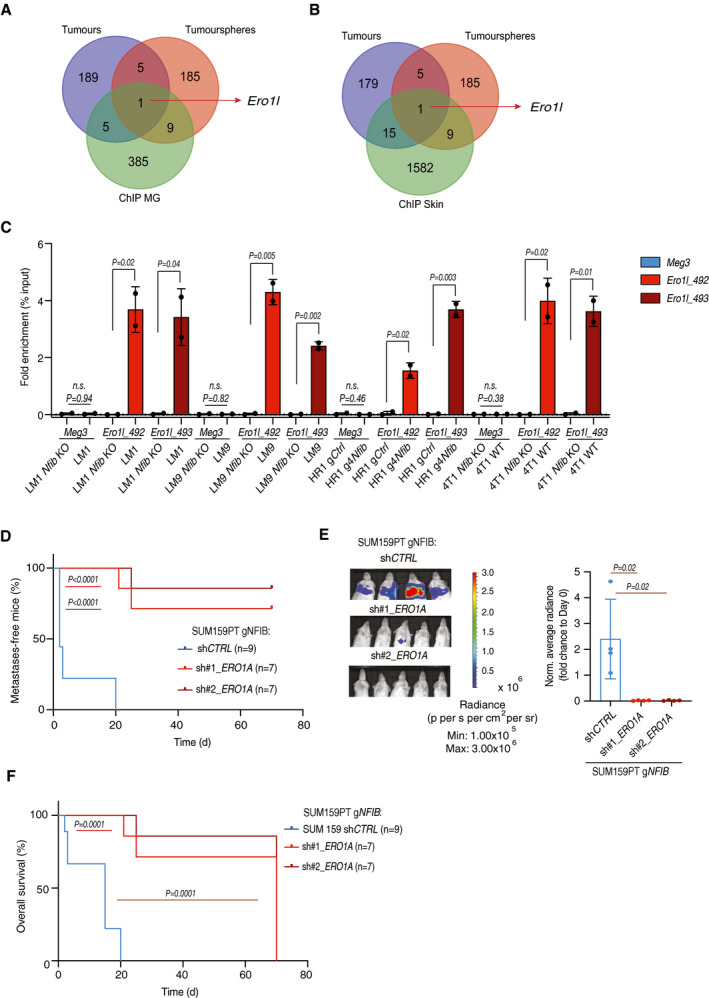
The NFIB‐ERO1A axis enhances lung metastatic colonization A, BIntersection of the top 200 differentially expressed genes (sorted by statistical significance) in tumourspheres and tumours (*Nfib* high‐expression vs. the respective controls) and putative transcriptional targets of *Nfib* determined by ChIP‐seq in mammary gland (Shin *et al,* 2016) (A) and epithelial‐melanocyte stem cells (Chang *et al,* 2013) (B) (association rule: Basal + extension: 5,000 bp upstream, 1,000 bp downstream, 10,000 bp max extension, curated regulatory domains included).CChIP was performed in all murine cell lines (*Nfib* high‐expression and the respective *Nfib* low‐expression or KO controls) against *Nfib* followed by qPCR with primers specific for *Ero1l* promoter region proximal to transcription starting site (Ero1l_492 and Ero1l_493). Meg3 was used as control. Graph shows qPCR results with % input method as indicated (*Nfib* high‐expression vs. the respective *Nfib* low‐expression or KO controls). *n* = 2 biological replicates and *n* = 2 technical replicates, means ± s.d., two‐tailed Student’s *t‐*test, *n.s*. = not significant.DKaplan–Meier survival analysis of NSG mice inoculated *i.v*. with SUM159PT g*NFIB* sh*CTRL* (*n* = 9), SUM159PT g*NFIB* sh1 *ERO1A* (*n* = 7), or SUM159PT g*NFIB* sh2 *ERO1A* (*n* = 7) cells. Two‐tailed log‐rank test.ERepresentative bioluminescence images (left panel) and bar plot quantification (right panel) of lung metastases 8 (SUM159PT g*NFIB* sh*CTRL)* and 20 (SUM159PT g*NFIB* sh1 *ERO1A* or SUM159PT g*NFIB* sh2 *ERO1A)* days after *i.v*. injection of the respective cells. *n* = 4, means ± s.d., two‐tailed Student’s *t‐*test.FKaplan–Meier survival analysis of overall survival of mice injected *i.v*. with SUM159PT g*NFIB* sh*CTRL* (*n* = 10), SUM159PT g*NFIB* sh1 *ERO1A* (*n* = 12), or SUM159PT g*NFIB* sh2 *ERO1A* (*n* = 13) cells, two‐tailed log‐rank test. Source data are available online for this figure.

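Genes were matched by Entrez number, after symbols were looked up. The 200 tumour genes shared 8 genes with the 400 NFIB-bound genes of the mammary gland and 14 with the 1607 NFIB-bound genes of epithelial-melanocyte stem cells, both from the paper's Dataset EV4. The first 200 tumoursphere genes shared 8 and 11 genes with the same lists. With the first 500 genes of each list in place of 200, *Ero1l* was common to tumours, tumourspheres and the mammary gland list, and *Ero1l* and *Slc44a2* to tumours, tumourspheres and the stem cell list. Dataset EV4 places the bound site 8678 bases from the *Ero1l* transcription start in the mammary gland and −259 bases from it in the stem cells; these distances are the paper's.
NFIB-bound genes were also compared with all other tested genes. In LM1 and LM9 together versus HR1, 155 of the 319 mammary gland genes found among the tested genes differed (48.6%), against 43.5% of the others. The odds ratio was 1.23 (two-sided Fisher's exact test, p = 0.0679, Benjamini-Hochberg adjusted p = 0.181 over 8 tests). Of the 1522 stem cell genes, 645 differed (42.4%), against 43.7% of the others (odds ratio 0.947, two-sided Fisher's exact test, adjusted p = 0.433). The smallest adjusted p among these 8 Fisher's exact tests was 0.157. The stem cell results were followed over the alternatives set before the data were examined. Limiting the changed genes to those called by limma-voom's treat test against a minimum log2 fold change of 1 moved them most. The odds ratio of stem cell genes was then 0.535 for LM1 and LM9 together versus HR1 (two-sided Fisher's exact test, adjusted p = 2.1e-06), 0.611 for LM1 versus HR1 (5.8e-04), 0.473 for LM9 versus HR1 (8.3e-09) and 0.377 for LM9 versus LM1 (5.8e-04). For mammary gland genes no adjusted p of this test was under 0.05 with treat, and the odds ratio for LM9 versus LM1 turned from 1.17 to 0.975. Mammary gland results also moved with other alternatives. In LM1 versus HR1 the odds ratio was 1.42 with limma-voom (two-sided Fisher's exact test, adjusted p = 0.0206). In LM9 versus LM1 it was 0.896 without LM1 replicate 3.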

We next examined whether *Ero1l/ERO1A* mediates NFIB effects on metastatic colonization. Notably, knockdown of *ERO1A* in SUM159PT g*NFIB,* LM1 and HR1 g4*Nfib*, using two doxycycline‐inducible shRNA constructs (Appendix Fig S5A) reduced metastatic colonization after tail‐vein injection and prolonged survival (Fig 4D–F and Appendix Fig S5B–E). Altogether, these findings show that *Ero1l/ERO1A* expression is increased in *Nfib*/*NFIB*‐overexpressing models and suggest that the NFIB‐ERO1A axis is critical for metastatic colonization in breast cancer.

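*Ero1l* expression in primary tumours was 58.4 ± 18.7 CPM (mean ± s.d., n = 3) in HR1, 124.5 ± 11.7 CPM (n = 3) in LM1 and 978 ± 225 CPM (n = 3) in LM9. The tumour labelled HR1 replicate 1 had 37.2 CPM, the least of the 9 tumours. LM1 and LM9 together had a log2 fold change of 2.58 versus HR1 (standard error 0.26, adjusted p = 1.8e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each of the 6 LM tumours lay above each HR1 tumour (two-sided exact permutation test, p = 0.0238). In LM1 versus HR1 the log2 fold change was 1.09 (standard error 0.26, adjusted p = 0.0125 from edgeR's test), and in LM9 versus HR1 it was 4.07 (standard error 0.29, adjusted p = 4.7e-05). All 3 tumours of each LM model exceeded all HR1 tumours, for which an exact permutation test of 3 against 3 gave p = 0.1, the smallest it can give. Across the 9 fits that each left out a tumour, the log2 fold change stayed between 0.86 and 1.27 for LM1 and between 3.83 and 4.25 for LM9, against HR1. The 32 hypoxia (HIF target) genes examined were also higher in LM9 than in HR1, with a median log2 fold change of 1.24 (adjusted p = 3.1e-07 from limma's camera test with an inter-gene correlation of 0.01, and 0.461 from camera with that correlation estimated). In LM1 versus HR1 their median was 0.16 (adjusted p = 0.144 from camera with a correlation of 0.01).

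**Figure D2:**
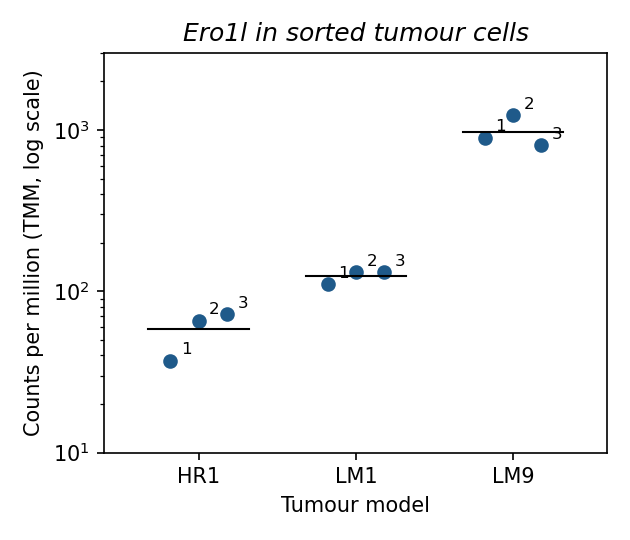
*Ero1l* expression in CPM (TMM-normalized, log axis) in each HR1, LM1 and LM9 tumour. Each dot is a tumour, numbered by its replicate, and the line is the mean of a model; HR1 lies between 37.2 and 72.3 CPM, LM1 between 111 and 132 CPM, and LM9 between 806 and 1232 CPM.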

### ERO1A induces VEGFA expression and angiogenesis via HIF1α stabilization

We found that *NFIB/Nfib‐ERO1A/Ero1l* overexpressing cells produce more ROS compared to the low‐expression models (Fig 5A). ROS has been shown to stabilize HIF1α (Bell *et al*, 2007; Yan *et al*, 2010), and we found an increase in nuclear HIF1α in the *NFIB/Nfib‐ERO1A/Ero1l* overexpressing models which was offset by *ERO1A* knockdown (Fig 5B). As ERO1A and HIF1α have been shown to enhance *VEGFA* expression (Amelino‐Camelia *et al,* 1998; Tanaka *et al*, 2016), we assessed *VEGFA* mRNA and protein levels in *NFIB* models. VEGFA increased in cells, mammary tumours and lung metastases derived from *NFIB/Nfib‐*overexpressing models and decreased upon *ERO1A* downregulation (Fig 5C and EV4A–D, Appendix Fig S6A–C). Downregulation of *Nfib* in HR1 g4*Nfib* cells decreased *Vegfa* and VEGFA levels (Appendix Fig S6D–F). Consistently, rescued expression of *Ero1l* in LM1, LM9 and 4T1 *Nfib* KO cell lines restored *Vegfa* mRNA and VEGFA protein levels and increased metastatic colonization after tail‐vein injection (Fig EV5A–E), indicating that *VEGFA* expression is *NFIB/ERO1A* dependent. Together, the data suggest that the NFIB‐ERO1A axis enhances ROS‐evoked HIF1α stabilization and VEGFA levels.

**Figure 5:**
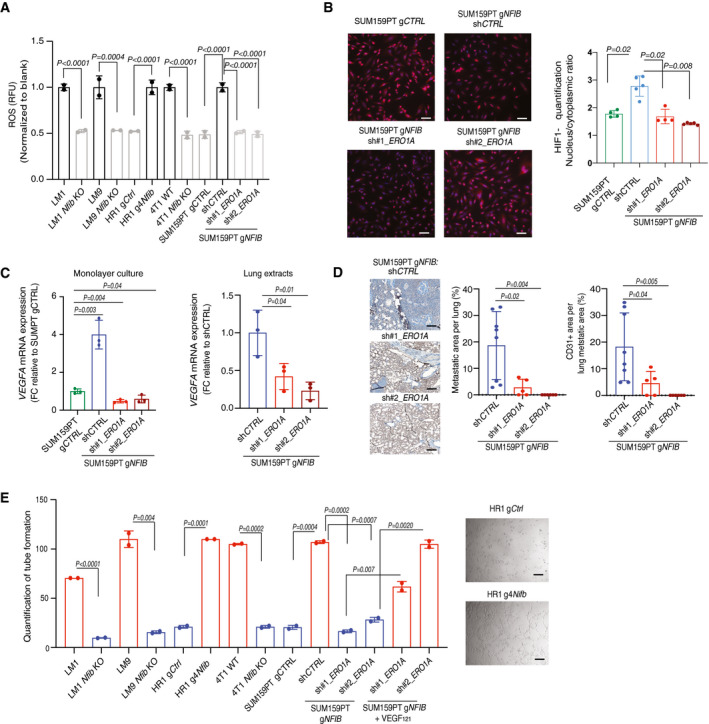
*Ero1l/ERO1A* increases *Vegfa/VEGFA* expression and angiogenesis Bar graph showing the ROS levels in the NFIB models. The fluorescence signal was normalized to the blank. *n* = 2 biological replicates and *n* = 2 technical replicates, means ± s.d., two‐tailed Student’s *t‐*test.Left panel: representative images of HIF1α immunofluorescence. HIF1α was stained with Alexa‐633 (red) and nucleus with DAPI (blue). Scale bar, 100 μm. Right panel: bar graph showing quantification of HIF1α nuclear/cytoplasmatic ratio. *n* = 5 biological replicates, means ± s.d., two‐tailed Mann–Whitney *U*‐test.Left panel: Bar graph representing mean *VEGFA* mRNA expression in SUM159PT g*CTRL* and SUM159PT g*NFIB* breast cancer cell lines upon downregulation of *ERO1A* with two independent shRNAs (sh1 and sh2). Right panel: Bar graph representing mean *VEGFA* mRNA expression in lung extracts from animals inoculated *i.v*. with SUM159PT g*NFIB* sh*CTRL*, SUM159PT sh1 *ERO1A,* or SUM159PT sh2 *ERO1A* cells. In both graphs *n* = 3 biological replicates and *n* = 2 technical replicates, means ± s.d., two‐tailed Student’s *t‐*test, FC = fold change.Left panel: Representative images of CD31‐positive endothelial structures in lungs. Scale bar, 1 mm. Right panel: Bar graphs showing lung metastases quantified as percentage of metastatic area per lung area and quantification of CD31 staining in the metastatic area. Means ± s.d., *n* = 8 sh*CTRL*, *n* = 5 per sh1 *ERO1A,* and *n* = 6 sh2 *ERO1A*, two‐tailed Student’s *t‐*test.Left panel: Bar graph showing average of master segments counted after incubation of HUVEC cells with conditioned medium from LM1, HR1, 4T1 (*Nfib* high‐expression and the respective *Nfib* low‐expression or KO controls) and SUM159PT g*NFIB* sh*CTRL*, SUM159PT g*NFIB* sh1 *ERO1A*, SUM159PT g*NFIB* sh2 *ERO1A* cells. Human VEGF_121_ (0.4 ng/μl) was added to SUM159PT g*NFIB* sh1 and sh2 *ERO1A* cells, *n* = 2 technical replicates, means ± s.d., two‐tailed Student’s *t‐*test. Right panel: Representative images showing tube formation four hours after addition of conditioned medium from HR1 g*Ctrl* or g4*Nfib*. Scale bar, 100 μm. Source data are available online for this figure.

**Figure EV4:**
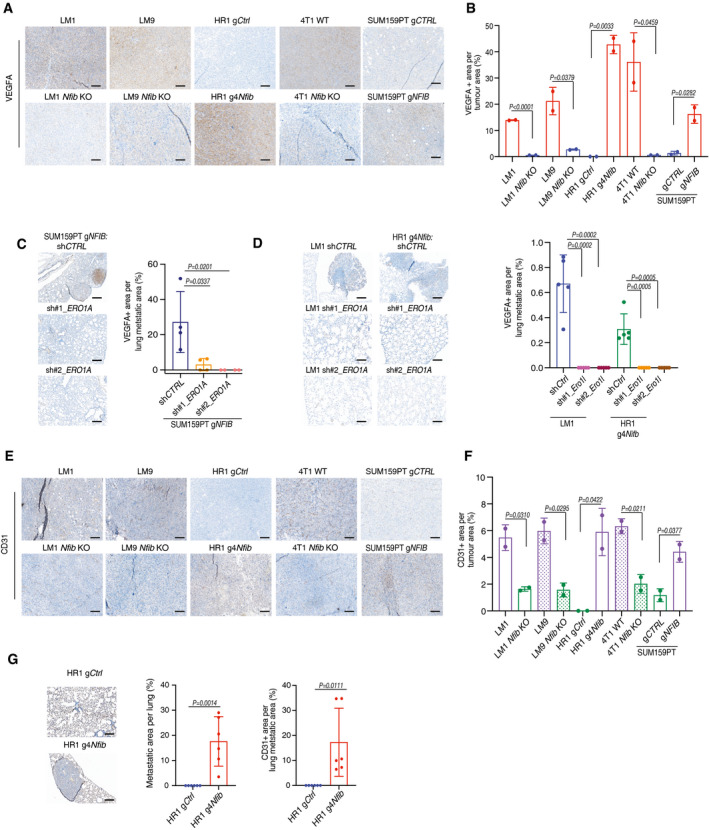
The NFIB‐ERO1A‐VEGFA axis promotes lung metastatic colonization through angiogenesis Representative images of VEGFA‐stained tumours. Scale bar, 1 mm.Bar graph showing quantification of VEGFA staining in the tumours. Means ± s.d., *n* = 2, two‐tailed Student’s *t‐*test.Left panel: Representative images of VEGFA‐positive lung metastases. Scale bar, 1 mm. Right panel: Bar graph showing quantification of VEGFA. Means ± s.d., *n* = 4 SUM159PT g*NFIB* sh*CTRL*, *n* = 4 sh1 *ERO1A,* and *n* = 4 sh2 *ERO1A*, two‐tailed Student’s *t‐*test.Left panel: Representative images of VEGFA‐positive lung metastases. Scale bar, 1 mm. Right panel: Bar graph showing quantification of VEGFA. Means ± s.d., *n* = 5 HR1g4*Nfib* and LM1 sh*CTRL*, *n* = 5 sh1 *ERO1A,* and *n* = 5 sh2 *ERO1A*, two‐tailed Student’s *t‐*test.Representative image of CD31‐positive endothelial structures in tumours. Scale bar, 1 mm.Bar graph showing quantification of CD31 staining in tumours. Means ± s.d., *n* = 2, two‐tailed Student’s *t‐*test.Left panel: Representative images of CD31‐positive endothelial structures in lung metastases. Scale bar, 1 mm. Right panel: Bar graphs showing quantification of metastases as percentage of metastatic area per lung and quantification of CD31 staining in the metastatic area. Means ± s.d., *n* = 6 HR1 gCtrl and *n* = 6 HR1 g4*Nfib*, two‐tailed Student’s *t‐*test. Source data are available online for this figure.

**Figure EV5:**
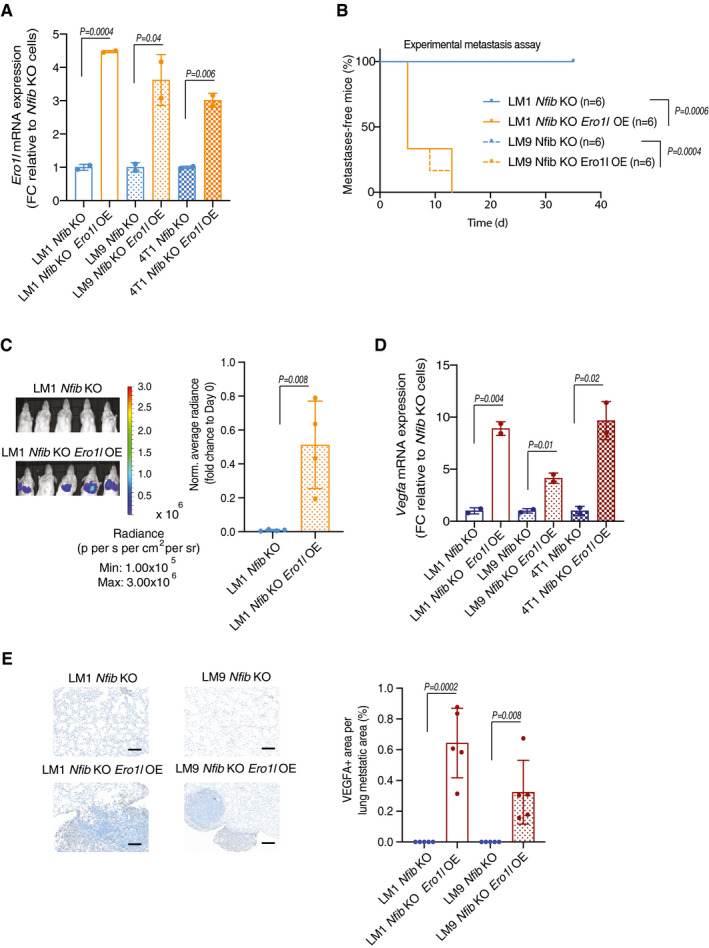
*Ero1l* overexpression in *Nfib* KO cells restores *Vegfa* expression and metastasis Bar graph representing mean *Ero1l* mRNA expression in the LM1, LM9, 4T1 WT with respective *Nfib* KO cell lines and *Ero1l* overexpression (OE) as indicated. Means ± s.d., *n* = 2 biological replicates and *n* = 2 technical replicates, two‐tailed Student’s *t‐*test, FC = fold change.Kaplan–Meier survival analysis of NOD/SCID mice inoculated *i.v*. with LM1 *Nfib* KO (*n* = 6), LM1 *Nfib* KO Ero1l OE (*n* = 6), LM9 *Nfib* KO (*n* = 6) or LM9 *Nfib* KO Ero1l OE (*n* = 6) cells. Two‐tailed log‐rank test.Representative bioluminescence images (left panel) and quantification (right panel) of lung metastases 5 days after *i.v*. injection of LM1 *Nfib* KO (*n* = 4) or LM1 *Nfib* KO Ero1l OE (*n* = 4) cells, means ± s.d., two‐tailed Student’s *t‐*test.Bar graph representing mean *Vegfa* mRNA expression in the LM1, LM9, 4T1 WT with respective *Nfib* KO cell lines and *Ero1l* overexpression. Means ± s.d., *n* = 2 biological replicates and *n* = 2 technical replicates, two‐tailed Student’s *t‐*test, FC = fold change.Left panel: Representative images of VEGFA‐positive lung metastases. Scale bar, 1 mm. Right panel: Bar graph showing quantification of VEGFA staining in the metastatic area. Means ± s.d., *n* = 5 LM1/LM9 *Nfib* KO and LM1/LM9 *Nfib* KO Ero1l OE, two‐tailed Student’s *t‐*test. Source data are available online for this figure.

We assessed angiogenesis by endothelial‐specific CD31 staining in sections of mouse mammary tumours and metastases from NFIB overexpression and KO models and observed higher and lower frequency of vascular structures than controls, respectively (Fig EV4E‐G). CD31‐positive blood vessels were also decreased in lung metastases upon *ERO1A* knockdown in SUM159PT gNFIB cells (Fig 5D and Fig EV4G). *In vitro*, conditioned medium from *NFIB/Nfib/Ero1l/ERO1A* high‐expression cell lines increased endothelial tube formation compared with low‐expression models in the matrigel‐based tube formation assay. Addition of human recombinant VEGF_121_ to the conditioned medium from *ERO1A* low‐expression models enhanced endothelial tube formation (Fig 5E). Taken together, these data indicate that NFIB is a breast cancer metastasis transcriptional regulator which, through increased expression of *ERO1A* and *VEGFA*, promotes angiogenesis at the metastatic site. This creates a permissive microenvironment for metastatic colonization.

### High *NFIB‐ERO1A*‐*VEGFA* expression is associated with poor prognosis in TNBC patients

*NFIB* is expressed preferentially in basal‐like breast cancers and is a potential prognostic factor in TNBC human breast cancer, as observed in previous reports (Moon *et al,* 2011; Liu *et al,* 2019). NFIB overexpression discriminated between metastatic *versus* non‐metastatic TNBC breast cancer patient‐derived xenograft (PDX) models (Fig 6A; Appendix Fig S7A) and NFIB, ERO1A and VEGFA were co‐overexpressed in these samples (Fig 6A and B). Next, analysis of *NFIB* mRNA expression levels from METABRIC (Fig 6C) (Curtis *et al*, 2012) and TCGA (Koboldt *et al,* 2012) (Appendix Fig S7B) confirmed that *NFIB* expression is elevated in basal‐like breast cancer, according to PAM50 classification, and in iC10 by integrated cluster classification (Dawson *et al,* 2013; Mukherjee *et al* 2018). Increased NFIB gene copy numbers were observed in TNBC (Appendix Fig S7C and D). Notably, we found that high expression of *NFIB* and the combined signature of *ERO1A* and *NFIB* in patients with breast cancer of the basal‐like subtype were predictive of decreased distant metastasis‐free survival and/or overall survival (Fig 6D and E; Appendix Fig S7E and F).

**Figure 6:**
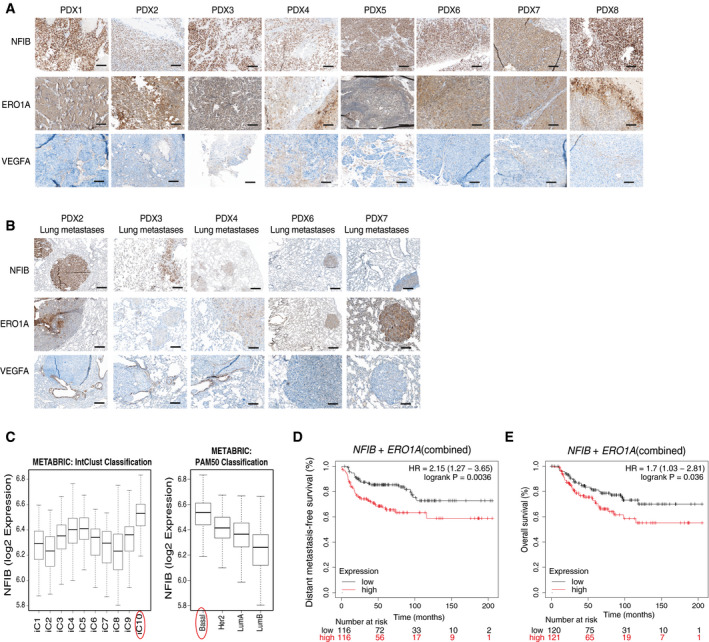
*NFIB‐ERO1A‐VEGFA* overexpression is associated with aggressive tumours ARepresentative images of NFIB, ERO1A, VEGFA‐positive TNBC PDX primary tumours. Scale bar, 1 mm.BRepresentative images of NFIB, ERO1A, VEGFA‐positive lung metastases from TNBC PDX. Scale bar, 1 mm.CHigher *NFIB* expression in iC10 and basal breast cancer subtype compared with the other subtypes using intClust (Dawson *et al,* 2013) and PAM50 classifications in the METABRIC cohort (*n* = 1,980 across the 10 Intclust, iC). Boxplot represents *NFIB* expression values comprised between the 1st and the 3rd quartiles with the central band representing median expression value, and whiskers indicating the farthest data points that are still within the distance of 1.5 times the interquartile range (IQR).D, EDistant metastasis‐free survival (D, *n* = 232) and overall survival (E, *n* = 241) plots generated using the Kaplan–Meier plotter based on the mean expression using the signal intensity of the *NFIB* (213029_at) combined with the *ERO1A* (218498_s_at) probes. The cut‐off was automatically set to split patients into two groups (median), high and low. The plots were generated using the signal intensity of the different probes in Affymetrix microarray gene expression data from TNBC patients of The Cancer Genome Atlas. Number of patients (*n*) and *P* values (two tailed log‐rank test) are presented in the panels. Source data are available online for this figure.

## Discussion

Metastasis, the final, lethal hallmark of cancer, remains a major burden for breast cancer patients but there are numerous mechanisms that may prevent circulating cancer cells from colonizing distant organs. Only when these are circumvented and metastases develop is the prognosis of patients dismal (Massagué & Obenauf, 2016). Several interacting oncogenic pathways contribute to metastasis, but the exact molecular mechanisms of colonization are not fully understood. A detailed understanding of these molecular mechanisms is urgently needed.

Previous studies showed that *NFIB* governs epithelial‐melanocyte stem cell behaviour and facilitates melanoma cell migration and invasion (Chang *et al,* 2013; Fane *et al,* 2017). NFIB has also been implicated in models of small‐cell lung carcinoma (SCLC) and breast cancer (Moon *et al,* 2011; Denny *et al,* 2016; Semenova *et al,* 2016; Campbell *et al,* 2018; Liu *et al,* 2019), and *NFIB* or *ERO1A* has been associated with different tumour types (Becker‐Santos *et al,* 2017; Zhou *et al,* 2017; Yang *et al,* 2018). Furthermore, in accordance with our results, ERO1A has been shown to enhance *VEGFA* expression in a TNBC human cell line (Tanaka *et al,* 2016). NFIB was shown to enhance TNBC cell survival and progression by suppressing *CDKN1A* (Liu *et al,* 2019), and to confer oestrogen independency in oestrogen receptor‐positive breast cancer models (Campbell *et al,* 2018).

Here, we provide new insights into the effects of the NFIB‐ERO1A‐VEGFA axis on breast cancer progression to metastasis. Via an unbiased *in vivo* PB functional genetic screen, we have shown that NFIB induces mammary cancer metastatic progression and colonization. We have collected functional and mechanistic evidence that NFIB is a mammary cancer metastatic transcriptional regulator. First, depletion of NFIB delayed mammary tumour growth and abrogated metastases in three different cell lines when using both the orthotopic and experimental metastasis assays. Second, *Nfib* KO reduced tumoursphere formation and the frequency of tumour‐initiating cells. Third, endogenous Nfib/NFIB overexpression was sufficient to evoke metastasis in non‐metastatic murine and human mammary cancer lines in both the orthotopic and experimental metastasis assays. It also decreased overall survival of the animals.

Mechanistically, we have shown that ERO1A is a direct target of NFIB and a critical effector in evoking metastatic colonization. ERO1A enhanced ROS levels, causing HIF1α stabilization, increased VEGFA levels and angiogenesis, which resulted in a permissive microenvironment for colonization. These recorded effects of the NFIB‐ERO1A‐VEGFA axis on breast cancer progression to metastasis identify a targetable network for cancer therapy.

## Materials and Methods

### Cell lines

LB‐mHR1 is a mouse mammary cancer cell line derived from a transgenic mouse expressing *PIK3CA^H1047R^* under the CAG promoter (Meyer *et al* 2011). In brief, a mammary tumour was dissociated into single cells through mechanical and enzymatic digestion. The cells were sorted using GFP and established in DMEM supplemented with 10% FBS. To generate HR1. PB cells, LB‐mHR1 cells were engineered with the PB system (Ivics *et al,* 2009; Rad *et al,* 2010) by transduction with the pFS250‐PBase vector (HR1. Ctrl) followed by transfection with an ATP1 construct. To induce transposon mobilization and generate pools of mutagenized cells, HR1. PB cells were treated with dox for up to 96 h *in vitro*. LM (1 to 9) cell lines are lung‐derived tumour cell lines isolated from NOD/SCID mice bearing HR1. PB‐derived mammary tumours. In brief, lungs were dissociated into single cells and cultured until tumour cell colonies became apparent. For increased purity, tumour cells were sorted for GFP. HEK293T and 4T1 cell lines were purchased from the ATCC and cultured according to the ATCC protocol. LB‐mHR1, 4T1, LM1‐9 and HEK293T cells lines were cultured in DMEM supplemented with 10% FCS. SUM159PT cells were kindly provided by Dr. Charlotte Kupperwasser (Boston, USA). SUM159PT cells were cultured in Ham’s F12 with 5% foetal calf serum (Gibco, Invitrogen), 5 µg/ml bovine insulin (Sigma), 1 μg/ml hydrocortisone (Sigma) and 1× penicillin/streptomycin (Gibco, Invitrogen). SUM159PT cell line identity was confirmed and routinely tested using short tandem repeat (STR) sequencing. HUVEC cells were cultured in endothelial growth medium 2 (EGM2 basal medium, Promocell) completed with endothelial growth supplements according to manufacturer’s instructions and 1% penicillin/streptomycin. HUVEC were used at passage 5–6. All cell lines were tested routinely for mycoplasma contamination.

### PDX models

The PDXs used in this study were previously described (Derose *et al,* 2011; Gao *et al,* 2015) and their metastatic potential examined in lungs by haematoxylin and eosin staining, and expression of ER, PR and HER2.

### Animal experiments

All *in vivo* experiments were performed in accordance with the Swiss animal welfare ordinance and approved by the cantonal veterinary office Basel‐Stadt. Female NOD/SCID, NSG, and BALB/c mice were maintained in the Friedrich Miescher Institute for Biomedical Research and the Department of Biomedicine animal facilities in accordance with Swiss guidelines on animal experimentation. BALB/c, NOD/SCID and NSG mice originally are from the Janvier Labs and from in‐house colonies. Mice were maintained in a sterile controlled environment (a gradual light–dark cycle with light from 7:00 to 17:00, 21–25°C, 45–65% humidity). For orthotopic engraftment of cancer cell lines in the limiting dilution assay, 250 × 10^3^, 10 × 10^3^, 2 × 10^3^, 500, or 200 LM cells were suspended in 50 μl Matrigel:PBS (1:1) and injected into the fourth mouse mammary gland of six‐ to eight‐week‐old female NOD/SCID mice. The frequencies of tumour‐initiating cells in the different conditions were calculated and compared statistically using the Extreme Limiting Dilution Analysis (ELDA) online tool (Hu & Smyth, 2009). For the PB *in vivo* screen, HR1. Ctrl and HR1. PB cells (1 × 10^6^) were resuspended in 50 μl Matrigel:PBS (1:1) and injected into the mammary fat pads of four‐ to eight‐week‐old female NOD/SCID mice. For orthotopic engraftment of cancer cell lines, LB‐mHR1 or LM cells (250 × 10^3^ cells) were resuspended in 50 μl Matrigel:PBS (1:1) and injected into the mammary fat pads of four‐ to eight‐week‐old female NOD/SCID mice. SUM159PT or 4T1 (250 × 10^3^ cells) cells were injected into the mammary fat pads of four‐ to eight‐week‐old female NSG or BALB/c mice, respectively. Tumours were measured with Vernier callipers and volume calculated as 0.5 × ([large diameter] × [smallest diameter]^2^). Tumours were resected before they reached 1,500 mm^3^ and mice were monitored regularly for signs of metastatic outgrowth and distress. For survival studies, animals were sacrificed when tumours reached 1,500 mm^3^ or when they showed any signs of distress (e.g. breathing disorders, weight loss or immobility). All orthotropic experimental procedures (tumour resection and tumour cell implantation) were undertaken on anaesthetized mice by a single investigator according to protocols approved by the cantonal veterinary office Basel‐Stadt. Experimental metastasis assays were performed by injecting 100 × 10^3^ cells suspended in 100 μl of PBS into tail veins (*i.v*.). After intravenous injection of LM, LB‐mHR1 or SUM159PT cells, *in vivo* bioluminescence imaging was performed to confirm injection and to monitor metastatic outgrowth. For bioluminescent imaging, mice were injected *i.p*. with 100 μl of D‐luciferin (15 mg/ml, Biosynth L8220). Mice were anesthetized with isoflurane (2% in 1 l/min oxygen) and bioluminescence imaging performed using an IVIS Lumina XR instrument (Caliper LifeSciences) upon injection of luciferin. Acquisition times ranged from 3 to 10 min.

### Splinkerette PCR for the amplification of transposon integration sites

For PB sequencing, we adapted the splinkerette PCR protocol described previously (Friedrich *et al,* 2017). Tumour samples (16 primary tumours) and 18 metastatic samples (3 lung metastases, 6 lung macro‐metastases and 9 LM cell lines) were sequenced. Genomic DNA was isolated using a DNeasy Blood and Tissue Kit (Qiagen) and sheared with a Covaris sonicator to a fragment length of 250 bp. After end repair and A‐tailing, purified DNA fragments were ligated to a splinkerette adaptor (obtained after annealing of top 5′‐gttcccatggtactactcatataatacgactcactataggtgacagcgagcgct‐3′ and bottom 5′‐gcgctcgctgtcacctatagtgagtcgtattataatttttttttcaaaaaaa‐3′). Transposon‐containing fragments were enriched by 18 cycles of transposon‐specific PCR1 for the 5′ transposon ends in a unique library (5′‐gacggattcgcgctatttagaaagagag‐3′ for the 5′ arm of PB, and common splinkerette primer 5′‐gttcccatggtactactcata‐3′). Bar coding of individual samples and completion of Illumina adaptor sequences were achieved by an additional 12 cycles (primary tumours) and 18 cycles (metastatic samples) of transposon‐specific PCR and a custom array of 35 unique bar‐coding primers. For the 5′ arm, we used 5′‐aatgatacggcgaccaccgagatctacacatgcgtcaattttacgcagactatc‐ 3′ and for the splinkerette side, we used 5′‐caagcagaagacggcatacgagatcggtXXXXXXXXtaatacgactcactatagg‐3′ primers. The Xs represent the bar code of eight nucleotides. After magnetic bead purification (Beckman Ampure XP), libraries were assembled in two pools and sequenced on an HiSeq Desktop Sequencer (Illumina): HiSeq 2500 and MiSeq, Rapid Run, Paired‐End, 2 × 100 bp, with 15% PhiX. A 7‐pM aliquot was loaded on to the instrument.

### Mapping of insertion sequences to the mouse genome and identification of integration sites

#### Pre‐processing and alignment

Paired‐End reads were first pre‐processed by removing the expected transposon‐derived sequence (5’‐TAGGGTTAA‐3’) from the beginning of the first read (read pairs with non‐matching first reads were discarded; typically around 1%) using the preprocessReads function from QuasR (version 1.12.0). Read pairs were then aligned to the mouse genome (BSgenome. Mmusculus. UCSC.mm10) using the QuasR qAlign function and parameters “‐m 1 ‐‐best ‐‐strata ‐‐maxins 1000”; only uniquely mapping pairs with up to 1,000 bp between‐pair distance were reported. Mapping rates were recorded and non‐mapped read pairs were further aligned against the non‐mobilized transposon sequence to estimate the probable fraction of read pairs that originate from non‐mobilized copies of the transposon. For each aligned read pair, the *piggyBac* insertion coordinate was identified as the coordinate of the first (most 5’) base of the first read.

#### Integration site identification and quantification

For each unique integration site, the number of distinct supporting alignments (distinct read pairs), and the genomic sequence from the four base pairs on the same strand as the first read directly upstream of the insertion site were recorded. Only integration sites with the expected upstream TTAA sequence were used for the downstream analysis.

#### Association of integration sites with genes

Coordinates of known genes (exons/introns, 5’‐untranslated region [UTR], coding sequence [CDS], 3’UTR) were obtained from the TxDb. Mmusculus. UCSC.mm10.knownGene—Bioconductor package (version 3.2.2). Promoter regions were defined as regions 2,000 bp upstream of known transcript start sites. Integration sites were matched against these genomic regions to identify overlaps on any strand and orientation, selecting the first overlap in the case of multiple overlaps. Integration sites were classified hierarchically as follows: sites without overlaps to any transcript were labelled as promoter sites (in the case of an overlap with a promoter region) or intergenic sites. All other sites were labelled with the first region type that they overlapped, in the following order: 5’UTR, CDS, 3’UTR, intron or ncRNA (defined as an overlap with a transcript without annotated CDS). Sites were further labelled according to their orientation with respect to the associated gene (same or opposite). Finally, sites were grouped according to the gene they overlapped (including promoter sites) or, for intergenic sites, according to the pair of flanking genes.

#### Selection of the enriched unique integration sites

The diversity has been calculated for each insertion, i.e., the number of distinct alignment pairs starting at the insertion coordinate (Chapeau *et al,* 2017). For each gene, the diversity was summed to give the number of unique insertions in a gene. Finally, this value was divided by the total number of unique insertions for a given sample. In order to find putative metastatic genes, we looked at genes with more unique insertions in the metastatic than in the tumour samples.

### Chromatin immunoprecipitation assay (ChIP)

Cells growing as monolayer cultures were fixed in 1% formaldehyde (SIGMA) for 10 min, quenched by addition of 0.125 M glycine (SIGMA), washed twice with 10 ml of PBS and 3.5 ml of SDS buffer (NaCl 100 mM, Tris–Cl pH8 50 mM, 5 mM EDTA pH 8.0, NaN_3_ 0,02%, SDS 0,5%) including inhibitors (Complete Mini, ROCHE) were added. Lysed cells were incubated in IP buffer (100 mM Tris at pH 8.6, NaCl 100 mM, 0.5% SDS, 5% Triton X‐100, and 5 mM EDTA with proteinase inhibitor) and the chromatin disrupted by sonication using a Diagenode Bioruptor sonicator UCD‐300 to obtain fragments of 200–500 bp (15 cycles with 30 s of ON and 30 s OFF). For each ChIP, suitable amount of fragmented and pre‐cleared chromatin was diluted and incubated with specific antibodies overnight. Antibodies used were normal rabbit IgG (Diagenode, C15410206) as a control and anti‐NFIB (Sigma, HPA003956‐100UL; 2 µl of 1 µg/µl dilution). Immunoprecipitated complexes were recovered on Dynabead Protein A beads (Thermo Fisher) and, after extensive washes, DNA was recovered by reverse crosslinking and purification using QIAquick PCR purification kit (Qiagen). For ChIP‐quantitative PCR (qPCR), real‐time PCRs were performed using Fast SYBR green master mix reagent (Applied Biosystems). 

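The primer sequences were compared with the transcripts of the GENCODE annotation of GRCm38; the genome between transcripts was not used here. Of the *Ero1l* primers, the forward primer AAAGACGCGGTCCTTCC matched chromosome 14 from 45318741 to 45318757. The match lies upstream of 45318572, the start of *Ero1l* in the gene coordinates given here, which do not cover every annotated transcript. It lies in exon 1 of an *Ero1l* transcript that is annotated as subject to nonsense-mediated decay. The sequence around it is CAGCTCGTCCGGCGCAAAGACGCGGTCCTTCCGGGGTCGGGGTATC. The other *Ero1l* primers matched no annotated transcript, as a primer for a promoter region need not.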

Primer sequences used for ChIP‐qPCR experiments were designed using Cistrome Data Browser (http://cistrome.org/db/), Integrated Viewer Genome software (Robinson *et al,* 2011) and data from GSE74826 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE74826; (Shin *et al,* 2016): Ero1l Peak 18492 FW 5’‐GAGACTGCAGAGGGACAAGA‐3’, REV 5’‐GCGCTCAGTTGAAACTCTGT‐3’; Ero1l Peak 18493 FW 5’‐AAAGACGCGGTCCTTCC‐3’, REV 5’‐AAGGCTTAGGCAGCCAGA‐3’; Meg3_TSS FW 5’‐AAACAACGCTCTCCTTTCCTAAG‐3’, REV 5’‐AAATAACCCCAACTGGTGATTG‐3’.

### Genome editing by CRISPR‐Cas9

A single sgRNA that produced a frameshift mutation in first and second exons was designed using the Zhang’s lab online CRISPR (http://crispr.mit.edu) and cloned into a modified PX330 (Addgene plasmid 42230) in which the puromycin cassette was replaced by red fluorescent protein (RFP; provided by the group of M. Bühler at the Friedrich Miescher Institute, Basel). 

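The target sequences of the *Nfib* guides were located in the transcripts of the GENCODE annotation of GRCm38, without the cloning overhangs. Guide 1, CTCCGGGAAAGTGCGTTTTA, matched the minus strand of chromosome 4 from 82504771 to 82504790, followed by AGG as the adjacent motif that Cas9 needs. The sequence around it is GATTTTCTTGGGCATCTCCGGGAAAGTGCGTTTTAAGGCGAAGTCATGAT. The site lies in exon 1 of *Nfib*, in the 5′ UTR of all 6 coding transcripts that contain it. In 4 of these, 13 bases separate it from the coding start at 82504757. Guide 2, TAGGCAATTGCACGGACGTG, matched the plus strand of chromosome 4 from 82498714 to 82498733, followed by AGG. The sequence around it is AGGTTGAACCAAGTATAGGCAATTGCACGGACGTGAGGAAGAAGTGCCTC. This site lies in exon 2 of *Nfib* and in the coding sequence of all 7 coding transcripts that contain it. Each guide matched 1 place among the annotated transcripts; matches elsewhere in the genome were not examined here.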

The sgRNA sequences selected for *Nfib* (based on the lowest number of predicted off‐targets and highest predicted efficiency) were, guide 1: 5’‐CACCGCTCCGGGAAAGTGCGTTTTA‐3’ and 5’‐AAACTAAAACGCACTTTCCCGGAGC‐3’; guide 2: 5’‐CACCGTAGGCAATTGCACGGACGTG‐3’ and 5’‐AAACCACGTCCGTGCAATTGCCTAC−3’. 

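The *Foxp1* guides were located in the same way on GRCm38. Guide 1, CTTCGTGACACTCGGTCCAA, matched the minus strand of chromosome 6 from 99162906 to 99162925, followed by CGG. The sequence around it is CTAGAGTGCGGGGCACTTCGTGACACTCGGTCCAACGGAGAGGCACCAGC. It lies in the coding sequence of all 11 coding *Foxp1* transcripts that contain it. Guide 2, TAGTAAGTGGTTGCCACCGC, matched the plus strand of chromosome 6 from 99162938 to 99162957, followed by TGG. The sequence around it is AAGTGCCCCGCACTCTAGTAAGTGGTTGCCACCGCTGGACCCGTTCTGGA. It lies in the coding sequence of all 12 coding transcripts that contain it. The exon that holds both sites is numbered from 1 to 5, depending on the transcript.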

The sgRNA sequences selected for *Foxp1* were, guide1: 5’‐CACCGCTTCGTGACACTCGGTCCAA‐3’ and 5’‐AAACTTGGACCGAGTGTCACGAAGC‐3’; guide 2: 5’‐CACCGTAGTAAGTGGTTGCCACCGC‐3’ and 5’‐AAACGCGGTGGCAACCACTTACTAC‐3’. The sgRNA vectors were transduced into LM and 4T1 cells and the cells sorted for RFP positivity into 96‐well plates. Single cell clones were expanded and screened by immunoblotting. Different numbers of clones were pooled in equal proportions to minimize undesired off‐target and clonal effects (LM1 KO = 5, LM9 KO = 2, 4T1 WT = 2, 4T1 KO = 5). For human *NFIB* overexpression, we used SAM‐engineered Cas9 activation complexes (Konermann *et al,* 2015). LB‐mHR1 and SUM159PT cells were lentivirus infected in order to express the full murine and human *NFIB* from an endogenous promoter and maintained in culture for two months. sgRNA sequences were designed using Zhang’s lab online CRISPR (http://sam.genome‐engineering.org) and cloned into the lentiviral vector Addgene; plasmid 61427. Lenti‐sgRNA‐MS2 was digested with BsmbI and purified in a gel. The two annealed primers were ligated using the golden gate reaction. The sgRNA sequences selected for mouse *Nfib* were, guide 2: 5’‐CACCGCAGGAGGAGGAGGAGTAAAG‐3’ and 5’‐AAACCTTTACTCCTCCTCCTCCTGC‐3’; guide 3: 5’‐CACCGTGGGGGAGGCGCGCGGGAGG‐3’ and 5’‐AAACCCTCCCGCGCGCCTCCCCCAC‐3’; guide 4: 5’‐CACCGTGTGGAGAGGCTGGTGCAAA‐3’ and 5’‐AAACTTTGCACCAGCCTCTCCACAC‐3’. The sgRNA sequences selected for human *NFIB* were, guide 1: 5’‐CACCGAGCTGAGCCATCCATTCCTC‐3’ and 5’‐AAACGAGGAATGGATGGCTCAGCTC‐3’; guide 2: 5’‐CACCGACTAGGCTTGCAGTAAACGC‐3’ and 5’‐AAACGCGTTTACTGCAAGCCTAGTC‐3’; guide 3: 5’‐CACCGGAAGAGACTTGTCAGTATA‐3’ and 5’‐AAACTATACTGACAAGTCTCTCCC‐3’.

### Lentiviral infections

The ATP1 vector was described previously (Rad *et al,* 2010). The transposon has PB inverted terminal repeats and can, therefore, be mobilized with the transposon system. ITRs were cloned into pBlueScript and the following genetic elements introduced between the ITRs of the transposon: Carp β‐actin splice acceptor (CβASA), En2SA splice acceptor from exon 2 of the mouse Engrailed‐2 gene, Lun‐SD from exon 1 of the mouse Foxf2 gene, and two bidirectional SV40 polyAs. Promoter elements carried by the transposons were unique to individual transposons: CAG (CMV immediate early enhancer and chicken beta‐actin gene promoter) for ATP1. The *piggyBac* transposase was cloned out of the Super PiggyBac Transposase expression (System Biosciences) by PCR (primers 5’ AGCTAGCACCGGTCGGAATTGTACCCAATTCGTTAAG 3’ and 5’ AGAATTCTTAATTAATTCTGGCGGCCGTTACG 3’) and cloned into a doxycycline‐inducible vector pFS250 (a kind gift from Novartis). For human *ERO1A* knockdown, we used two shRNA constructs (V2THS_85712 and V2THS_85710: Dharmacon pTRIPZ). Non‐targeting shRNAs (pTRIPZ) were used as control. For mouse *Ero1l* knockdown, we used two shRNA constructs (MSH100691‐LVRU6MH‐a and MSH100691‐LVRU6MH‐b: GeneCopoeia), non‐targeting shRNA (CSHCTR001‐1‐LVRU6MH) was used as control. For mouse *Ero1l* overexpression we used a pLenti‐C‐Myc‐DDK‐P2A‐Puro (Origene, MR207416L3). A dual green fluorescent protein‐luciferase 2 reporter (eGFP‐Luc2; Liu *et al,* 2010) vector was used for *in vivo* bioluminescence imaging experiments. Lentivirus batches were produced using PEI transfection on 293T cells as previously described (Britschgi *et al,* 2017). The titre of each lentivirus batch was determined in 4T1, LM, FMI‐LB‐mHR1 and SUM159PT cells. Cells were infected overnight in the presence of polybrene (8 µg/ml). p250. PBase selection was performed with 500 µg/ml Neomicin G418 (InvivoGen) and applied 48 h after infection. ATP1 selection was performed with 2.5 µg/ml puromycin (Sigma) and applied 48 h after transfection. The SAM‐engineered Cas9 activation complex (Konermann *et al,* 2015) consists of three lentiviral vectors: Lenti MS2‐P65‐HSF1_Hygro (Addgene plasmid 61426), Lenti‐sgRNA‐MS2_Zeo (Addgene; plasmid 61427), and Lenti dCAS‐VP64_Blast (Addgene 61425). Cells were infected first with a 1:1 mass ratio of Lenti MS2‐P65‐HSF1 and Lenti dCAS‐VP64 at a MOI of 10 viral particles per cell; selection was carried out in 1 µg/ml Blasticidin (Gibco) and 500 µg/ml Hygromicin (InvivoGen) after a 24‐h transduction. Selection in 500 µg/ml Zeomicin (Invitrogen) was also applied after a 24‐h infection with Lenti‐sgRNA‐MS2_Zeo. Cells were cultured for two months i*n vitro* before performing experiments.

### Transient gene silencing

The siRNA IDs were as follows: si*Nfib* (SI00178451, SI02668085 and SI02733983), (s4823 and s4825), non‐targeting controls (D‐001810‐10‐05) were ordered as onTarget‐plus SMART pools (Dharmacon). Transfections of siRNAs were performed according to the manufacturer’s guidelines (DharmaFect 1, Dharmacon).

### Fluorescence‐activated cell sorting

For FACS, cell lines were detached using trypsin‐EDTA, resuspended in growth medium and counted. Cells were passed through a 40‐μm strainer (Falcon) and resuspended in PBS with 1% FCS. DAPI (0.2%, Invitrogen) was added (1:250) 2 min before cell sorting. Single cells were gated on the basis of their forward and side‐scatter profiles and pulse‐width was used to exclude doublets. Dead cells (DAPI bright) were gated out and RFP and GFP bright cells were selected. FACS was carried out with a BD FACSAria III (Becton Dickinson) using a 70‐μm nozzle for SUM159PT, 4T1, HR1 and LM cell lines.

### Immunoblotting

Cells were lysed in RIPA buffer (50 mM Tris–HCl pH 8, 150 mM NaCl, 1% NP‐40, 0.5% sodium deoxycholate, 0.1% SDS) supplemented with 1x protease inhibitor cocktail (Complete Mini, Roche), 0.2 mM sodium orthovanadate, 20 mM sodium fluoride, and 1 mM phenylmethylsulfonyl fluoride. Extracted proteins were measured using a DC protein assay kit (Bio‐Rad #5000112) and their concentrations adjusted. Whole‐cell lysates (30–50 μg) were subjected to 8% SDS–PAGE, transferred to PVDF membranes (Immobilon‐P, Millipore) and blocked for 1 h at room temperature with 5% milk in PBS–0.1% Tween 20. Membranes were then incubated overnight with antibodies as indicated and exposed to secondary HRP‐coupled anti‐mouse or ‐rabbit antibody at 1:5,000–10,000 for 1 h at room temperature. For each of the blots presented, the results represent at least three independent experiments. The following antibodies were used: anti‐NFIB (Sigma HPA003956‐100UL, 1:1,000), anti‐Vinculin (Abcam ab18058, 1:500), anti‐ERK2 (Santa Cruz sc‐1647, 1:2,000), anti‐FOXP1 (Cell Signaling 4402, 1:1,000) and anti‐ERO1L (Abnova H0003001‐M01 Clone 4G3, 1:500).

### ELISA

Murine and human VEGFA protein levels were assessed using the mVEGFA Duo‐set (R&D System, DY493‐05) and hVEGFA Duo‐set (R&D System, DY293B‐05), respectively. Reagent Diluent Concentrate 2 (R&D Systems, DY995) was used. VEGFA ELISAs from R&D Systems were used according to the manufacturer’s protocol.

### RNA isolation and qPCR

Total RNA was extracted using a Qiagen, RNeasy Plus Mini kit (cat. number 74136) according to the manufacture’s protocol. Total RNA (1 µg) was transcribed using the iScript cDNA synthesis kit (Bio‐Rad, cat. number 170‐8891). PCR and fluorescence detection were performed using the StepOnePlus Sequence Detection System or the 7500 ABI Fast Cycler (Applied Biosystems) according to the manufactures’ protocols in a reaction of 20 μl containing 1× TaqMan Universal PCR Master Mix (Applied Biosystems) and 25–50 ng cDNA. Primetime qPCT IDT assays (Integrated DNA technologies) were used for quantification of *Nfib* (Mm. PT.58.16634012), *Gapdh* (Mm. PT.39a.1), *Foxp1* (Mm. PT.58.2734907), *Ero1l* (Mm. PT.58.6905093), *Vegfa* (Mm. PT.58.1400306), *NFIB* (Hs. PT.58.40046929), *ERO1A* (Hs. PT.58.2554238), *VEGFA* (Hs. PT.58.1149801) and *HPRT1* (Hs. PT.58.45621572). All measurements were performed in technical duplicates and the arithmetic mean of the Ct values used for calculations: target gene mean *C*_t_ values were normalized to the respective housekeeping genes (Hprt1 or Gapdh), mean *C*_t_ values (internal reference gene, *C*_t_), and then to the experimental control. The values obtained were 2^−ΔΔ^ *^C^* ^t^ expressed as fold changes in regulation compared with the experimental control using the 2^−ΔΔ^ *^C^* ^t^ method of relative quantification.

### Tumoursphere cultures

LM and HR1 cells were plated in ultra‐low attachment plates (Corning) for six days at 10,000 cells per mL in DMEM:F12 supplemented with 1x B27 (Gibco, Invitrogen), 20 ng/ml human or mouse EGF (PeproTech), 20 ng/ml basic FGF (PeproTech) and 1× penicillin/streptomycin (Gibco, Invitrogen; Hilsenbeck *et al,* 2008). Primary tumourspheres were dissociated with 0.05% trypsin and replated at the same density for six further days for secondary tumoursphere assessment; additional rounds of culture were performed. All measurements were performed in technical triplicates.

### Matrigel‐based tube formation assay

50 μl of growth factor reduced matrigel phenol red‐free (Corning) were spread evenly in a 96‐well plate, which was put in the incubator (37°C) for 30 min to allow matrigel to solidify. Then HUVEC cells (10–15,000 cells per well) were seeded on the matrigel in a total volume of 200 μl of conditioned medium from LM, 4T1, HR1 and SUM159PT cells. Recombinant VEGF_121_ (PrepoTech 100‐20A, 0.4 ng/μl) was added to the conditioned medium. After 4 h, cells were imaged using a ZEISS Axio Vert. A1 Inverted Microscope and finally fixed with 4% PFA. HUVEC network and number of master segments were quantified using the Angiogenesis Analyzer tool from ImageJ (Fiji) (Carpentier *et al,* 2020).

### Transwell migration and invasion assay

Migration assay was performed using transwell chambers 8 μm pore size (Corning) accordingly to the manufacturer’s protocol. Cells were starved for 16 h, and 15,000 cells were seeded on the insert in 500 μl medium containing 0.5% FBS, and 750 μl of full growth medium including 10% FBS was added to the well. Cells were allowed to migrate towards the FBS gradient for 24 h before the inserts were washed with PBS and remaining cells on the upper surface of the membrane were removed using cotton swabs. The cells that had migrated though the membrane were fixed with 4% PFA and stained with 0.2% Crystal violet. The whole membranes were then imaged using a ZEISS Axio Vert. A1 Inverted Microscope.

For the invasion assay, 1,000 cells were seeded in a 96‐well plate on top of solidified growth factor reduced matrigel (Corning) in 200 μl assay medium (DMEM medium supplemented with 2% matrigel and 2% FBS). After 2 h at 37°C, 300 μl of DMEM medium with 10% matrigel and 2% FBS were added and the medium was replaced with 400 μl of assay medium every three days until the end of the experiment (10/12 days total). After two weeks, the number of invasive structures was counted.

### Sulphorhodamine‐B (SRB) cell proliferation assay

1,000 cells per well were seeded in five 96‐well plates and fixed after two‐three hours or every consecutive day until day five in 100 μl of cold 3.3% trichloroacetic acid and incubated at 4°C for 1 h or O/N. The plates were washed four times with slow‐running tap water and air‐dried at RT. 100 μl of 0.057% sulphorhodamine B (SRB) dye were added to each well and plates were left at RT for 30 min, then rinsed four times with 1% (vol/vol) acetic acid and air‐dried at RT. For optical density (OD) measurement, 200 μl of 10 mM Tris base solution (pH 10.5) were added and the OD was read using the Synergy H1 microplate reader (at 510 nm; BioTek).

### Circulating tumour cell quantification

Circulating tumour cells (CTCs) were isolated from the peripheral blood of animals bearing tumours just before tumour resection. Peripheral blood was plated in DMEM medium supplemented with 10% FCS and colonies counted on day 10 of culture. The number of CTCs was expressed as the total number of colonies in the dish divided by the volume of blood taken.

### RNA sequencing and analysis

#### Tumour RNA preparation and sequencing

Sorted GFP‐positive cells from tumours were collected and total RNA was extracted using a Qiagen, RNeasy Plus Mini kit (cat. number 74136) according to the manufacture’s protocol. RNA integrity was measured on an Agilent 2100 Bioanalyzer using RNA Pico reagents (Agilent Technologies). The library was prepared using an Illumina TruSeq stranded mRNA‐seq preparation kit (according to recommendations from the manufacturer). Library quality was measured on an Agilent 2100 Bioanalyzer for product size and concentration. Single‐end libraries were sequenced with an Illumina HiSeq 2500 (50‐nt read length).

#### Tumoursphere RNA preparation and sequencing

Cells were dissociated with 0.05% trypsin, and total RNA extracted using a Qiagen, RNeasy Plus Mini kit (cat. number 74136) according to the manufacture’s protocol. RNA integrity was measured on an Agilent 2100 Bioanalyzer using RNA Pico reagents (Agilent Technologies). The library was prepared using an Illumina TruSeq stranded mRNA‐seq preparation kit (according to recommendations from the manufacturer). Library quality was measured on an Agilent 2100 Bioanalyzer for product size and concentration. Single‐end libraries were sequenced by a NextSeq 500 (76‐nt read length).

#### Analysis

Reads were aligned to the mouse genome (UCSC version mm10) with STAR (Dobin *et al,* 2013). The output was sorted and indexed with samtools. Stand‐specific coverage tracks per sample were generated by tiling the genome in 20‐bp windows and counting 5' end of reads per window using the function bamCount from the Bioconductor package bamsignals (https://bioconductor.org/packages/release/bioc/html/bamsignals.html). These window counts were exported in bigWig format using the Bioconductor package rtracklayer (https://bioconductor.org/packages/release/bioc/html/rtracklayer.html). The qCount function of QuasR (https://bioconductor.org/packages/release/bioc/html/QuasR.html) was used to count the number of reads (5' ends) overlapping the exons of each gene, assuming an exon union model. 

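Each tumour's deposited table listed the same genes by Entrez number, of which 14085 were matched to a symbol and 23 were not. Every listed gene had at least 7 counts in the third highest of the 9 tumours, and 13153 genes had a read in every tumour. Each count is 1 read, placed by its 5′ end. In 7 genes the counts equalled those of another gene in all 9 tumours. For *Ero1l*, 0 of 5306 windows of 30 bases in its transcripts occurred in a transcript of its paralog *Ero1b*. The 10 genes with the most counts held between 6.0% and 9.59% of a tumour's total. Pearson's r of log2 CPM across genes, which are not independent replicates, lay between 0.986 and 0.991 among LM1 tumours and between 0.990 and 0.991 among LM9 tumours. Among HR1 tumours it lay between 0.878 and 0.961.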

Differential gene expression analysis was performed using the limma‐voom framework (Carriço *et al,* 2011).

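Applied to the tumour counts with the same expression filter, limma-voom called 6083 genes in LM1 and LM9 together versus HR1 at a Benjamini-Hochberg adjusted p-value under 0.05. *Ero1l* had a log2 fold change of 2.61 under limma-voom (Benjamini-Hochberg adjusted p = 8.3e-05). For *Nfib* it was 2.89 under limma-voom (Benjamini-Hochberg adjusted p = 0.0730), with the tumour labelled HR1 replicate 1 included.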

### Cellular ROS quantification

To quantify ROS levels, we used the cellular reactive oxygen species detection assay kit (Deep Red fluorescence; Abcam, #ab186029). 20,000 cells were plated in a 96‐well black wall/clear bottomed microplate and incubated ON. The day after, ROS Deep Read working solution was added for 30–60 min in the dark at RT. Wells with no dye solution were used as control. The deep red fluorescence was read using the Synergy H1 microplate reader (at excitation 650 nm, emission 675 nm; BioTek).

### Immunohistochemistry

All xenograft tissues were fixed in formalin fix (Shandon, Thermo Fisher) for 24 h at 4°C. Samples were then dehydrated, embedded in paraffin, sectioned (3–4 µm) and processed for haematoxylin/eosin staining and for immunohistochemistry. All immunohistochemistry experiments were performed using a Ventana DiscoveryXT instrument (Roche Diagnostics) following the Research IHC DAB Map XT procedure. For NFIB staining, slides were pretreated with CC1 for 90 min. NFIB primary antibody (1:250, Sigma‐Aldrich, HPA003956) was incubated for 44 min, followed by secondary antibody incubation and detection. The RUO Discovery Universal procedure was used for CD31, VEGFA and ERO1A staining, with a CC1 pre‐treatment (40 min) and incubation with a rat anti‐CD31 (SZ31 dianova, 1:50), or with rabbit anti‐VEGFA (GeneTex GTX61510, 1:100), or with rabbit anti‐ERO1A (GeneTex, GTX112589 1:1,000) antibodies for 1 h at 37°C, respectively. Next, a polymer Immpress goat anti‐rat for CD31 (Vector Lab, MP‐7444) or Universal Immuno‐enzyme Polymer (UIP) anti‐rabbit (Nichirei, 414142F) for VEGFA and ERO1A was applied for 28 min at 37°C, and the peroxidase reaction revealed with the Discovery ChromoMap DAB kit (Ventana, Roche diagnostics). Counter staining was performed with haematoxylin II and bluing reagent (Ventana, Roche diagnostics). For PDXs, the overall procedure was the same but the signal was amplified using the amplification kit (Ventana, Roche diagnostics, 760‐080). Two images of two to eight lung metastases, two images for tumours and PDX of each condition were captured and quantified manually or with ImageJ (Fiji).

### CD31, NFIB, ERO1A and VEGFA quantification

The images were analysed using Fiji open source software (Schindelin *et al,* 2009). First, the lung area for each tissue section was measured by manual selection. Second, for each metastasis in each tissue section, a region of interest (ROI) was selected manually. Each ROI was then subjected to background subtraction (rolling ball with a 50‐px radius) followed by colour deconvolution (Ruifrok & Johnston, 2001) using [H DAB] vectors. The resulting colour channel (2) corresponding to the DAB stain was blurred (Gaussian Blur with a sigma of 5) and was then thresholded (using the value for all images [222]) to measure the CD31‐positive areas. For NFIB, ERO1A and VEGFA IHC images, stained tissues areas were selected manually and the pixels quantified by colour deconvolution ([H DAB] vectors) and thresholding the colour channel (2) (using a value of [170] for all images). Scripts for these semi‐automatic analyses are available upon request.

### Immunofluorescence

12 mm glass slides were coated with 200 μl of 0.1 mg/ml Poly‐L‐Lysine (SIGMA) for two hours at 37°C, washed twice with PBS, and 10,000 cells seeded per well. The day after, slides were washed once with ice‐cold PBS and fixed with 4% PFA 4% for 15 min and washed three times 5 min with ice‐cold PBS, then permeabilized with Triton 0.3% PBS for 15 min at RT, and washed three times 5 min with ice‐cold PBS. Then cells were blocked with 2.5 % normal goat serum (NGS) in PBS for one hour at RT, incubated with the primary antibody in 2.5 % NGS in PBS ON at 4°C or for two hours at RT on rocking table. Next, cells were washed three times 5 min with ice‐cold PBS and incubated with the secondary antibody 2.5 % NGS in PBS for 2 h at RT on rocking table in the dark. After three times 5‐min washing in PBS, the nuclei were stained with DAPI (2 mg/ml; Invitrogen) for 10 min at RT, after two more washes for 5 min with PBS, the slides were dried and mounted with one drop Prolong Gold antifade mounting medium (Invitrogen), and 24 h later the slides were analysed or stored at 4°C. The following antibodies were used: anti‐rabbit HIF1a (Abcam ab2185, 1:1,000) and anti‐rabbit Alexa 633 (Thermo Fisher, 1:1,000).

### Microscopy image acquisition

For immunohistochemistry sections, images were captured using a Nikon Ni‐e upright microscope coupled to a PRIOR slide loader. Acquisition was performed with a 4× AIR objective with a DS‐Fi3 camera using NIS software. Quantification of the images was performed using Fiji. Phase‐contrast imaging used an inverted Zeiss Axioscope (10×, NA = 0.25 and 5×, NA = 0.15) equipped with an Axiocam 503 mono 60N‐C camera (pixel size 4.54 μm) and images were acquired using the Zen lite software. For immunofluorescence, images of stained sections were captured using Nikon T2 microscope, with a Photometrics Prime 95B camera using NIS software.

### Data analysis from publicly available datasets

Mutation, segmented DNA copy number and mRNA expression data of breast tumours were from METABRIC (Curtis *et al*, 2012; Pereira *et al,* 2016) and TCGA Research Network (Koboldt *et al,* 2012) from cBioPortal (Cerami *et al,* 2012; Gao *et al,* 2013). We renamed the segmented DNA copy number data levels (produced using GISTIC 2.0) from −2, −1, 0, 1, 2 to "Deep Deletion", "Deletion", "Diploid", "Gain", and "High‐level Amplification", respectively. Relapse‐free survival, distant metastasis‐free survival and overall survival of *NFIB* and *ERO1A* were generated using the 2017 version of KMplotter (Györffy *et al* 2010) (http://kmplot.com/analysis/index.php?p=service&cancer=breast). Venn diagrams were produced using Bioinformatics & Evolutionary Genomics http://bioinformatics.psb.ugent.be/webtools/Venn/.

### Statistical data analysis

The standard laboratory practice randomization procedure was used for cell‐line groups and animals of the same age and sex. The investigators were not blinded to allocation during experiments and outcome assessment. The number of mice was calculated by power analysis using data from small pilot experiments. Values represent the means ± s.d. unless stated otherwise. *P* values were determined using unpaired two‐tailed *t*‐tests and statistical significance set at *P* = 0.05. The variance was similar between the groups compared. Biological replicates correspond to different cell lines and tumour material. Technical replicates are tests or assays run on the same sample multiple times. The means of technical replicates, if available, were used for analysis and visualization. Biological replicates are tests or assays run on different samples and were used for statistical analysis and for reporting the number of experimental entities. Data were tested for normal distribution, Student’s *t*‐tests and two‐way ANOVA (if normally distributed) or nonparametric Mann–Whitney *U*‐test or Wilcoxon tests were applied unless stated otherwise. Kaplan–Meier plots were generated using the survival calculation tool from GraphPad Prism and significance was calculated using the two‐tailed log‐rank test at *P* < 0.05. For the analysis of tumour growth, we extracted for each individual sample the time to reach a tumour volume of 250 mm^3^ as follows: a linear model was fit to the log of the tumour volume as a function of time using all volumes greater than zero and least squares fitting in R (lm function). The resulting fit typically had an *R*‐squared of 0.7 or greater. The estimated times were then used to compare conditions, either in a two‐way ANOVA or Student’s *t*‐test, as indicated.

## Author contributions

Study conception and manuscript writing: FZ, PMR, MB‐A; Design and experiments, data analysis and result interpretation: FZ, PMR Computational analysis of RNA‐seq, data analysis and result interpretation: P‐AM; Intersection between RNA‐seq data and Nfib putative targets, data analysis and result interpretation: CJ; Computational analysis of RNA‐seq and PB‐seq experiments, data analysis and result interpretation: AS, MBS; Performing and optimizing immunohistochemical staining, data analysis and result interpretation: M‐MC; PB library preparation and quality control for PB‐seq: TE; Algorithm for immunohistochemistry and quantification: LS; LB‐mHR1 cell line: LB; Experiments for the generation of HR1‐PB cell lines: JPC; PBase and ATP1 vectors and conceptual development of the project: RR; Conceptual development of the project: MRJ; Endothelial cells and reagents and conceptual development of the project: AR and AB; Reading and approval of the final manuscript: All authors.

## Conflict of interest

P. M. R., L. B., J. P. C. and M. R. J. are employees of Novartis Pharma AG, M. B.‐A. owns equities in, and receives laboratory support and compensation from Novartis, and serves as consultant for Basilea. The other authors declare that they have no conflict of interest.

## For more information

- TCGA: https://portal.gdc.cancer.gov/.
- GSEA: http://software.broadinstitute.org/gsea/index.jsp.
- Kaplan–Meier plotter: http://kmplot.com/analysis/.
- cBioportal: https://www.cbioportal.org/.
- Bioinf. & Evol. Gen: http://bioinformatics.psb.ugent.be/webtools/Venn/.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Dataset EV4 Click here for additional data file.

Source Data for Expanded View and Appendix Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

## Data Availability

Tumour mRNA‐seq data (GEO accession GSE144392): https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144392. Tumoursphere mRNA‐seq data (GEO accession GSE144393): https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144393. PiggyBac screen genomic GEO accession (GSE144898): https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144898.

How the deposited data were processed for this re-analysis (not part of the article)

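The data are RNA-seq counts of sorted GFP-positive cells from 9 primary tumours, 3 each of the HR1, LM1 and LM9 models. The model and replicate number of each tumour came from the sample labels, and the class of each model (*Nfib* low-expression for HR1, *Nfib* high-expression for LM1 and LM9) came from the paper's results. For each tumour the authors deposited a table of whole-number counts per gene. According to the methods, the authors aligned the reads to mm10 with STAR and counted 5′ ends overlapping the exons of each gene with qCount of QuasR under an exon union model. The counts are not normalized. The tables list 14108 genes by Entrez number. Genes with lower counts are not among them, since the third highest count of any listed gene is at least 7. The paper's text names no threshold for this, and no strand setting for the gene counts. Symbols and coordinates came from the GENCODE annotation of GRCm38, the same build as mm10, and 14085 genes were matched to a symbol.
Total counts per tumour ranged from 32393958 to 46681945, with medians of 38418856 in HR1, 42001388 in LM1 and 44979432 in LM9. At this depth 3 counts, taken as the smallest amount that can be told from 0, are well under 1 CPM in each tumour. Folds against a group whose tumours all had 3 counts or fewer were computed against 3 counts and are lower bounds. PCR duplicates cannot be told from separate molecules, so these limits cover counting error only.
Counts were normalized with TMM factors, which lay between 0.928 and 1.05, and 14086 genes passed edgeR's filter by expression, leaving out 22. The main test was the quasi-likelihood F-test of edgeR 4.0.16 with robust empirical Bayes in R 4.3.3, with 1 model over the 3 groups of 3 tumours and no further covariates. The comparisons were LM1 and LM9 together (the mean of their coefficients), LM1 and LM9 each versus HR1, and LM9 versus LM1. P-values were adjusted over the tested genes by the Benjamini-Hochberg method, with a threshold of 0.05. Single genes were also compared by two-sided exact permutation tests of log2 CPM. These cannot give less than 0.1 for 3 against 3 tumours or 0.0238 for 6 against 3. No pair of tumours within a model had counts that differed by as little as sampling noise, so each was counted as a replicate.
The genes named were set by a rule before the counts were read. They are the genes the paper names for mouse tumours or as hits, of which 11 of 12 were among the counts, the genes common to the first 200 of Datasets EV2 and EV3, and the 5 largest increases and 5 largest decreases. For the last group a gene needed an adjusted p-value under 0.05, a mean of at least 1 CPM and no overlap between LM and HR1 tumours. Adjusted over the 11 genes of the paper alone, 7, 7, 7 and 4 differed in the 4 comparisons, against 7, 6, 7 and 4 when adjusted over all genes. *Slc44a2*, *Xist*, *Ero1b* and the genes near *Nfib* were named after their values were seen.
The 200 genes with the smallest p-values were intersected with the first 200 genes of Dataset EV3 and with the NFIB-bound genes of Dataset EV4, of which 319 (mammary gland) and 1522 (epithelial-melanocyte stem cells, called hair follicle in the dataset) were among the tested genes. NFIB-bound genes among changed genes were tested by two-sided Fisher's exact tests in Python 3.11.15 with scipy 1.17.1, adjusted over 8 tests. Gene lists written beforehand for hypoxia (HIF targets), the unfolded protein response, interferon-stimulated genes, proliferation, and markers of leukocytes, endothelial cells and fibroblasts were tested by camera of limma 3.58.1 with an inter-gene correlation of 0.01, adjusted over 28 tests. Runs of 5 neighbouring genes with a mean of at least 5 CPM were scanned for shifts in a tumour against its model. Tables were handled with pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9. Primer and guide sequences were matched to annotated transcripts only.
The alternatives were other size factors (edgeR's RLE, or library size only), other filters on low counts (none, or at least 1 CPM in at least 3 tumours), DESeq2 1.42.0, limma-voom, limma-voom's treat test against a minimum log2 fold change of 1, no robust empirical Bayes, only the 6 tumours compared, LM1 and LM9 as a single group, the replicate number as a block, each tumour left out in turn, a 2-fold minimum, lists of 100 or 500 genes, the 200 genes among those higher in LM tumours, and camera with estimated correlation. The pairing behind the block comes from the labels, which number the tumours of each model from 1 to 3. Treat over all listed genes was added after the data were seen.
The methods below were tested on simulated data; the exact permutation tests and camera with estimated correlation were not. For counts drawn with the real means, dispersions and library sizes, with 200 of 13891 genes changed, edgeR recovered 91.5% with 7.11% false calls, DESeq2 96.0% with 24.7%, limma-voom 90.0% with 5.76%, and treat 78.5% with 0.633%. The simulated changes were all above 2-fold and the same in LM1 and LM9, and no tumour was made to deviate. These rates therefore do not carry over to the 6138 genes called in the real data. A raised gene set was called by camera and 0 of 20 random sets were. On simulated values of 2000 genes, the scan of neighbouring genes recovered 198 of 200 raised blocks, and the Fisher's exact tests called 200 of 200 enriched lists and 90 of 2000 random lists. Tumourspheres, *Nfib* KO models, and the reads themselves were not analysed here.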

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

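In this part the tests of library size, of neighbouring genes, of hypoxia in LM9 versus LM1 and of leukocyte and fibroblast markers in LM9 versus LM1 were chosen only after the result was seen. Gene lists, designs and alternatives were fixed before the data were examined, except treat over all listed genes, which was chosen after seeing the data and enters the ranges over the alternatives. In groups of 3 tumours no statistical test was made for a single deviating tumour; tumours were compared with the others of their model by fold and correlation only.
The *Nfib* high-expression models differed from each other. LM9 versus LM1 gave 3102 genes with an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, 1615 higher and 1487 lower (52.1% higher). Under treat 43.5% of the called genes were higher, and 42.7% with library size only, so the balance of directions depended on the test and the scaling. In 8871 genes (63.0%) the 3 LM9 and 3 LM1 tumours did not overlap, where chance gives 10%. With each tumour left out in turn the count ranged from 1150 to 6413. Each of the 4 splits that exchange same-numbered tumours was fitted, and 1 of 4, the real one, gave as many genes, while the others gave 0. With 4 splits no smaller share is possible, so this test cannot decide for or against a chance split. With every library thinned to the smallest total, 3045 genes were called, which goes against a library size difference as the source. Leukocyte markers were lower in LM9 than in LM1 (median log2 fold change −0.93, camera adjusted p = 0.0394, and from 0.0010 to 0.738 over the alternatives), so a different share of leukocytes among the sorted cells remains a candidate explanation for some of these genes. Fibroblast markers did not pass the threshold (median log2 fold change −0.78, camera adjusted p = 0.144, and from 0.0684 to 0.391 over the alternatives). Their mean log2 CPM was nevertheless lower in each LM9 tumour (5.43 to 6.14) than in each LM1 tumour (6.90 to 7.00), with 7 of 10 genes lower, so a different share of fibroblasts is not excluded.
*Ero1l* was higher in LM9 than in LM1 by a log2 fold change of 2.97 (adjusted p = 5.4e-04 from edgeR's test, 3 of 3 LM9 tumours above every LM1 tumour), and by 2.74 to 3.10 with each tumour left out. The order of *Nfib* was not the same: its log2 fold change between LM9 and LM1 was −0.49 (adjusted p = 0.812). With every library thinned to the smallest total the *Ero1l* difference kept an adjusted p of 5.0e-04. The median log2 difference of the genes within 5 Mb of *Ero1l* was −0.078, which goes against extra copies of the whole region; a gain of a smaller part around *Ero1l* was not tested. Hypoxia (HIF target) genes were higher in LM9 than in LM1 (median log2 fold change 0.81, 29 of 32 genes, camera adjusted p = 8.1e-07, and from 2.8e-07 to 0.461 over the alternatives). *Ero1l* may therefore follow a hypoxia programme that is stronger in LM9 tumours, in place of or beside *Nfib*. The paper proposes the reverse order, in which ERO1A raises ROS and stabilizes HIF1α. The camera test cannot tell these directions apart. The paper also reports NFIB binding at the *Ero1l* promoter and lower *Ero1l* mRNA in *Nfib* KO cells. That *Ero1l* follows hypoxia is a hypothesis. Hypoxia during tumour growth or cell sorting cannot be told apart from a difference between the lines.
Of the other genes named by the rule, *Vegfa* (1.49), *Nfia* (3.30), *Lrch3* (0.74), *H2-Q6* (1.26), *Homer2* (3.57), *Nos2* (3.06), *Igf2bp3* (3.45), *Lgi2* (2.51) and *Ngfr* (1.14) were higher in LM9 than in LM1, with the log2 fold change in parentheses. *Gask1b* (−1.79) and *Srpx2* (−6.75) were lower, and *Gdf6*, with 3 counts or fewer in each LM9 tumour, was at least 1.77-fold lower. Each had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, the largest 0.0329 for *Vegfa*. The adjusted p of *Vegfa* ranged from 1.3e-04 to 1 and that of *Lrch3* from 0.0014 to 1 over the alternatives, both 1 under treat. That of *Nfia* ranged from 1.9e-07 to 0.0564, the largest without LM1 replicate 3. *Lrch3* was lower in LM1 than in HR1 by a log2 fold change of −0.69 and near HR1 in LM9 (0.052). Technical explanations were tested for the whole comparison of LM9 with LM1 and for *Ero1l*, not gene by gene, and no biological explanation was tested for these genes.
Interferon-stimulated genes, which the paper does not discuss, were higher in LM tumours. Their median log2 fold change was 2.75 in LM1 and LM9 together, 1.81 in LM1 and 3.68 in LM9, each versus HR1, and all 21 genes were higher in each comparison. The camera adjusted p-values were 5.1e-14, 1.6e-10 and 1.0e-15. The means of log2 CPM over the genes lay between 5.06 and 5.45 in HR1 tumours, including the tumour labelled HR1 replicate 1, between 6.97 and 7.11 in LM1 and between 8.70 and 9.03 in LM9. Leukocyte markers were lower in LM9 than in HR1 (median log2 fold change −2.04), which goes against leukocytes among the sorted cells as the source. Under camera with estimated inter-gene correlation the adjusted p for LM1 and LM9 together was 0.0896, against 5.3e-12 or less with each tumour left out. The higher interferon signal may be a property of the LM lines, but their culture history and the transposon were not separated from *Nfib* in this design.
Proliferation genes were also higher, with a median log2 fold change of 1.18 in LM1 and LM9 together, 1.44 in LM1 and 0.98 in LM9 versus HR1 (camera adjusted p = 3.1e-06, 3.1e-07 and 2.8e-04). All 13 genes were higher in LM1 and 12 of 13 in LM9. The adjusted p for LM1 and LM9 together ranged from 4.1e-07 to 0.263 over the alternatives, and the largest came from camera with estimated correlation. The median itself stayed between 1.04 and 1.32. No explanation was tested for this set.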

How the results depend on the processing

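No test in this part was chosen after its result was seen, except limma-voom's treat test over all listed genes, an alternative chosen after seeing the data. For the changes below the cause was not tested.
*Ero1l* kept its direction under every alternative run. Its log2 fold change versus HR1 ranged from 2.34 to 3.24 for LM1 and LM9 together, from 0.86 to 1.27 for LM1 and from 3.83 to 4.25 for LM9, and it ranged from 2.74 to 3.10 for LM9 versus LM1. Its adjusted p stayed under 0.05 except for LM1 versus HR1 under treat, where a log2 fold change of 1.13 had an adjusted p of 1 over the filtered and over all genes, against 6.9e-04 to 0.0460 under the other alternatives. Its rank by p-value was 165 with limma-voom, 196 with treat, 195 with treat over all genes, 185 with the replicate block and 3306 with LM1 and LM9 as a single group.
The counts of changed genes depended on the test and on the tumours fitted. Treat gave 989, 782, 1083 and 271 genes for LM1 and LM9 together, LM1 and LM9 versus HR1 and LM9 versus LM1, and treat over all genes 990, 781, 1083 and 269. A minimum of 2-fold beside the adjusted p left 3335, 3086, 3606 and 1584. Fitting only the 6 tumours compared gave 3008 genes for LM1 versus HR1 and 7709 for LM9 versus LM1. With each tumour left out in turn, counts ranged from 4928 to 7902, 3121 to 7453, 3768 to 7862 and 1150 to 6413. Of the called genes 45.8%, 47.2% and 48.3% were higher versus HR1 in LM1 and LM9 together, LM1 and LM9, against 63.4%, 71.0% and 69.7% under treat. For LM9 versus LM1 it was 52.1%, against 43.5% under treat and 42.7% with library size only.
*Nfib* rested on the tumour labelled HR1 replicate 1. With each tumour left out in turn, its log2 fold change ranged from −0.17 to 4.85 for LM1 and LM9 together, from 0.073 to 5.10 for LM1 and from −0.42 to 4.61 for LM9 versus HR1, and from −0.63 to −0.37 for LM9 versus LM1. The last passed the threshold with only the 6 tumours compared (−0.50, adjusted p = 0.0165) and without the tumour labelled HR1 replicate 1 (−0.49, adjusted p = 0.0399), against an adjusted p of up to 1 over the others.
With the replicate block the 4 comparisons gave 5234, 4204, 5078 and 2295 genes. The residuals of same-numbered tumours, which are different mice, had a mean correlation of 0.0057 over 9 pairs of tumours (from −0.117 to 0.162), so the numbers do not pair the tumours.
*Ero1l* joined the overlap with tumourspheres and mammary gland NFIB-bound genes, making it 1 gene, with limma-voom, treat, treat over all genes, the replicate block, the first 500 genes, and the 200 genes among those higher in LM tumours. The overlap with stem cell NFIB-bound genes was 2 with limma-voom, the replicate block and the first 500 genes, 0 with a single LM group and the first 100 genes, and 0 to 1 with a tumour left out.
Camera with estimated inter-gene correlation called 0 of 28 gene set tests, with 6 at an unadjusted p under 0.05, against 17 of 28. Some medians changed sign. For the unfolded protein response the median was 0.0048 (LM1 and LM9 together) and −0.043 (LM9 versus LM1) with library size only, and −0.014 with the 1 CPM filter and −0.0016 with 6 tumours for LM1 versus HR1. With a tumour left out it ranged from −0.11 to 0.17, −0.16 to 0.042, −0.15 to 0.11 and −0.014 to 0.067 in the 4 comparisons. Endothelial markers turned from −1.24, −0.93, −1.58 and −0.22 to 1.01, 0.33, 1.69 and 0.61 with the 1 CPM filter, and for LM9 versus LM1 to 0.41 with 6 tumours and −0.42 to 0.13 with a tumour left out. Hypoxia genes in LM1 versus HR1 ranged from −0.092 to 0.44 with a tumour left out.
*Sox6* was low, with 0 to 34 counts and at most 0.778 CPM in any tumour. It changed sign for LM1 versus HR1 with limma-voom and treat (0.78), treat over all genes (0.79) and the replicate block (0.40). With a tumour left out it ranged from −0.51 to 0.90, −0.75 to 0.66, −0.38 to 1.15 and −0.18 to 0.88. *Cdkn1a* ranged from −0.42 to 0.43 in LM1 and *Lrch3* from −0.040 to 0.14 in LM9, versus HR1.
Stem cell NFIB-bound genes were fewer among the genes called by treat than among the others. The odds ratios in the 4 comparisons were 0.535, 0.611, 0.473 and 0.377 (Fisher's exact test, adjusted p = 2.1e-06, 5.8e-04, 8.3e-09 and 5.8e-04), and 0.535, 0.613, 0.474 and 0.347 with treat over all genes, against 0.947, 0.995, 0.965 and 0.931 in the main test. Over all alternatives their adjusted p rose to 0.871, 1, 1 and 1. Their odds ratios passed 1 with DESeq2 for LM1 versus HR1 (1.01) and LM9 versus LM1 (1.01) and with the replicate block for LM1 (1.04) and LM9 (1.01) versus HR1. With a tumour left out they ranged from 0.938 to 1.05 (LM1 versus HR1) and 0.943 to 1.11 (LM9 versus LM1). For mammary gland genes in LM9 versus LM1 the ratio was 0.975 with treat, 0.984 with treat over all genes and 0.896 to 1.21 with a tumour left out. Apart from these and from left-out tumours, the Fisher's exact test of mammary gland genes in LM1 versus HR1 newly passed the threshold with limma-voom (odds ratio 1.42, adjusted p = 0.0206, and up to 0.812 over the alternatives). Of the gene sets, 17 results no longer passed under at least 1 alternative other than a left-out tumour, and of the named genes other than *Nfib* and *Ero1l* 16 results no longer passed and 4 newly did.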

Differences from the paper's values

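No test in this part was chosen after its result was seen, except treat over all listed genes and a comparison of 96 settings, as said where they are given.
For LM1 and LM9 together versus HR1, the log2 fold change of *Slpi* is 5.07 in the paper's Dataset EV2 and was 4.33 here. Among the alternatives set before the data were examined, limma-voom and its treat test gave the paper's value (5.07), and the replicate block came nearer to it (4.71). Library size only (4.42), LM1 and LM9 as a single group (4.36) and the fits without LM1 replicate 1, 2 or 3 or LM9 replicate 1 or 2 (4.31 to 4.42) came within their error of it, but stayed near 4.33 and do not explain the difference. The value was not within the error with RLE size factors, no filter, the 1 CPM filter, DESeq2, no robust empirical Bayes, without LM9 replicate 3 (4.25), or without any of the HR1 tumours (3.85 to 5.76).
*Kcne4* has a log2 fold change of 10.17 in the paper's Dataset EV2 and had 9.35 here. Limma-voom and treat gave 10.17 and the single LM group, with a larger error, 9.50. Without HR1 replicate 2 the remaining HR1 tumours had 3 counts or fewer, and the lower bound of 10.39 lies above the paper's value. The other alternatives, from 8.84 to 9.46, did not reach it. *Hoxb13* has −8.83 in the paper's dataset and had −11.26 here. All 3 LM9 tumours had 0 *Hoxb13* counts, so the value here averages −7.71 in LM1 with an LM9 value that is only known to be at least 1269-fold lower, and depends on how 0 counts are handled. Limma-voom and treat gave −8.83, the single LM group −8.71 and the fit without the tumour labelled HR1 replicate 1 −8.56; the others, from −11.78 to −10.37, did not close the gap.
The paper's Dataset EV2 has 990 genes with an adjusted p-value under 0.05 for LM1 and LM9 together versus HR1, against 6138 here, and 975 of the 990 were called here. Of the alternatives set before the data were examined, limma-voom's treat against a minimum log2 fold change of 1 gave 989 genes, and the others gave 3335 to 7902. Treat over all listed genes, chosen after seeing the values, gave 990 genes, and all 990 were those of the paper. Among 96 limma-voom settings compared after the data were seen, it came nearest to the adjusted p-values of Dataset EV2. Its log2 fold changes differed from those of the dataset by at most 4.93e-05 over 1997 genes. The difference in the count therefore came from the test used.
*Ero1l* ranks 195 by p-value in the paper's Dataset EV2 and ranked 298 here. Limma-voom (165), treat (196), the replicate block (185), DESeq2 (236), and the fits without LM1 replicate 1 (235) and without LM9 replicate 1 (287), 2 (205) or 3 (214) came within 1.5 times the paper's rank. RLE size factors (297), library size only (355), no filter (297), the 1 CPM filter (302), no robust empirical Bayes (307), the single LM group (3306) and the other fits without a tumour (338 to 582) did not. Treat over all listed genes, chosen after seeing the values, gave 195.
The genes common to tumours, tumourspheres and mammary gland NFIB-bound genes number about 1 in the paper's Fig 4A, read by eye, and 0 here. Limma-voom, treat, the replicate block, the first 500 genes and the 200 genes among those higher in LM tumours gave 1, as did treat over all listed genes, chosen after seeing the values. The other alternatives set before the data were examined gave 0.
The paper names *Ero1l* as the gene common to its lists for each ChIP-seq data set. Here the gene common to tumours, tumourspheres and the NFIB-bound genes of epithelial-melanocyte stem cells was *Slc44a2* (log2 fold change −2.01, lower in LM tumours). The settings that placed *Ero1l* in a list are those with a rank of 200 or less, the first 500 genes and the 200 higher genes.
The paper classes HR1 as an *Nfib* low-expression model. The tumour labelled HR1 replicate 1 had 1343 CPM of *Nfib*, and the log2 fold change of LM1 and LM9 together was 0.39. Leaving this tumour out gave 4.85, with an adjusted p of 4.6e-07 from edgeR's test; over the other alternatives the adjusted p was between 0.0730 and 0.913.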

Other observations

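In this part the tests of library size, largest genes, gene length, GC content and neighbouring genes, and all tests of the tumour labelled HR1 replicate 1, were chosen only after the result was seen.
The tumour labelled HR1 replicate 1 had the most *Nfib* of the 9 tumours, 1343 CPM, and the least *Ero1l* (37.2 CPM) and *Vegfa* (40.3 CPM). Its r of log2 CPM with the other HR1 tumours was 0.891 and 0.878, against 0.961 between those. It differed at least 4-fold from both other tumours of its model in 634 of 10531 genes, against 67 and 126 for HR1 replicates 2 and 3 and at most 5 for an LM tumour. Raised expression was not limited to *Nfib*. The genes *Nfib*, *Zdhhc21*, *Frem1*, *Ttc39b*, *Snapc3* and *Psip1*, which lie side by side on chromosome 4 of GRCm38 from 82290173 to 83486463, were higher by log2 differences of 3.07 to 6.00 than in the other HR1 tumours. With *Nfib* left out, the highest run of 5 neighbouring genes in this tumour had a median log2 difference of 4.58 and was *Zdhhc21* to *Psip1*. The next run with no shared gene had 2.87, and the highest run in any other tumour 2.66. LM1 and LM9 tumours had *Nfib* higher than these HR1 tumours by 5.09 and 4.60, with *Zdhhc21* to *Psip1* between −7.63 and 1.55.
A candidate explanation is extra copies of this part of chromosome 4 in the tumour labelled HR1 replicate 1, to which the value of 4.58 is in line. DNA copy number was not analysed here. LM1 or LM9 cells mixed into the sample would have given at most the *Nfib* of the highest LM tumour, and the ratio to it was 1.70. Fibroblast markers, which express *Nfib* in some tissues, were not highest in this tumour (a difference in mean log2 CPM of −0.25 to the higher of the other HR1 tumours). A mislabelled LM tumour was tested in both of 2 ways. Its highest r with an LM1 or LM9 tumour was 0.857, below the lowest r between an LM1 and an LM9 tumour (0.920). Of 156 genes that separated the other HR1 tumours from all LM tumours 8-fold or more, 82 (52.6%) lay nearer the HR1 side in this tumour, against 86.0% and 88.8% for the other HR1 tumours tested the same way, which by itself does not decide. The r goes against a mislabelled LM tumour. *Xist* was at 38.5 CPM in this tumour against at most 1.33 CPM in LM tumours. It was chosen after its values were seen, so it is no independent test of the label. No sample was labelled as a tumour of HR1 cells engineered to express *Nfib*. Whether the tumour labelled HR1 replicate 1 was such a tumour was not tested and remains open.
*Ero1l* was higher in LM9 than in HR1 tumours, and 4 explanations were tested. Hypoxia (HIF target) genes were higher in LM9 (camera adjusted p = 3.1e-07, median log2 fold change 1.24, 31 of 32 genes higher, and an adjusted p from 1.4e-08 to 0.461 over the alternatives), so a hypoxia programme may contribute. Their mean log2 CPM was 6.05, 6.85 and 7.17 in HR1 replicates 1, 2 and 3, 7.06 to 7.20 in LM1 and 7.91 to 8.09 in LM9. The paper proposes that ERO1A stabilizes HIF1α, so higher HIF targets may also follow from *Ero1l*. The camera test cannot tell which came first. Unfolded protein response genes did not pass the threshold (camera adjusted p = 0.927, median log2 fold change −0.081, 9 of 20 genes higher). Their mean log2 CPM was nevertheless higher in each LM9 tumour (8.14 to 8.18) than in each HR1 tumour (7.87 to 7.92), so a small rise carried by some of these genes is not excluded. The 28 genes within 5 Mb of *Ero1l* had a median log2 fold change of 0.45, against 4.07 for *Ero1l*, which goes against extra copies of the whole region but cannot exclude a gain of a smaller part. Of the 30-base windows of *Ero1l* transcripts, 0% were found in *Ero1b*, which goes against reads shared with the paralog. NFIB itself was not tested as the source of *Ero1l*, and the log2 fold change of *Nfib* in LM9 versus HR1 was 0.15 (adjusted p = 0.935 from edgeR's quasi-likelihood test, with the tumour labelled HR1 replicate 1 included).
The 6138 genes changed in LM1 and LM9 together versus HR1 were set against technical explanations. Of 100 splits drawn from the 108 in which each group holds a tumour of each number, 1 of 100, the real one, gave as many genes; the largest of the others gave 3850. Such splits exchange same-numbered tumours between the models. For LM1 versus HR1 and LM9 versus HR1, 1 of 4 such splits, the real one, gave as many, and with 4 splits no smaller share is possible, so that test cannot decide. In 4212 genes (29.9%) the LM and HR1 tumours did not overlap, where chance gives 2.38%. With every library thinned to the smallest total 6012 genes were called, and 6145 without the 10 largest genes of each tumour. Across genes, Spearman's rho of the log2 fold change was 0.152 with transcript length and −0.059 with GC content, over the 95.8% of genes that had a value. With length it was 0.069 for LM1 versus HR1, 0.206 for LM9 versus HR1 and 0.202 for LM9 versus LM1. Leukocyte markers were lower in LM tumours (camera adjusted p = 4.2e-04, median log2 fold change −1.55, 15 of 15 genes, and an adjusted p from 7.4e-08 to 0.536 over the alternatives), and so were fibroblast markers (camera adjusted p = 0.0314, median −1.65, 9 of 10 genes, and from 0.0135 to 0.222). The mean log2 CPM of leukocyte markers was 5.31, 5.93 and 3.88 in HR1 replicates 1, 2 and 3, from 3.81 to 3.97 in LM1 and from 2.72 to 3.44 in LM9. HR1 replicate 3 was therefore level with LM1, and the difference from LM1 came from the other HR1 tumours, including the tumour labelled HR1 replicate 1. Endothelial markers did not pass the threshold (camera adjusted p = 0.593, median −1.24, 7 of 10 genes lower). Some of the lower genes may therefore come from fewer fibroblasts, and from fewer leukocytes than in some HR1 tumours, among the sorted cells. Fibroblast genes can also be expressed by tumour cells, which these data do not separate.
For other genes that the paper names, LM1 and LM9 together versus HR1 gave log2 fold changes of 2.07 for *Vegfa* (adjusted p = 0.0032 from edgeR's quasi-likelihood test), 1.50 for *Hif1a* (2.9e-04), 1.90 for *Foxp1* (3.4e-04) and 0.92 for *Pik3ca* (0.0030), each with 6 of 6 LM tumours above every HR1 tumour. Under limma-voom's treat test *Vegfa* (adjusted p = 0.0582), *Hif1a* (0.0522) and *Pik3ca* did not pass the threshold, and *Foxp1* did. *Nfia* was also higher (2.59, adjusted p = 0.011 from edgeR's test), with 4 of 6 LM tumours above every HR1 tumour. In LM1 versus HR1 *Nfia* did not pass (0.94, adjusted p = 0.288 from edgeR's test). *Vegfa* was 40.3, 127 and 126 CPM in HR1 replicates 1, 2 and 3, between 203 and 314 CPM in LM1 and between 552 and 859 CPM in LM9. *Pecam1* was lower (−2.22, adjusted p = 0.0091, 5 of 6 LM tumours below every HR1 tumour), and *Sox6*, *Cdkn1a* and *Lrch3* did not pass the threshold (adjusted p = 0.978, 0.417 and 0.113). Without HR1 replicate 2 the *Pecam1* log2 fold change was −1.28 (adjusted p = 0.0506 from edgeR's test). Under limma-voom's treat test the adjusted p of *Pecam1* was 0.412. *Pecam1* was low in these sorted GFP-positive cells, from 0.383 CPM in an LM9 tumour to 6.42 CPM in HR1 replicate 2. The paper's CD31 result is protein staining of tissue sections, which these values do not test. *Xist*, chosen after its values were seen, was 38.5, 25.8 and 21.7 CPM in HR1 tumours and at most 1.33 CPM in LM tumours; no explanation was tested.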
